# Insights into acetate toxicity in *Zymomonas mobilis* 8b using different substrates

**DOI:** 10.1186/s13068-014-0140-8

**Published:** 2014-09-30

**Authors:** Shihui Yang, Mary Ann Franden, Steven D Brown, Yat-Chen Chou, Philip T Pienkos, Min Zhang

## Abstract

**Background:**

Lignocellulosic biomass is a promising renewable feedstock for biofuel production. Acetate is one of the major inhibitors liberated from hemicelluloses during hydrolysis. An understanding of the toxic effects of acetate on the fermentation microorganism and the efficient utilization of mixed sugars of glucose and xylose in the presence of hydrolysate inhibitors is crucial for economic biofuel production.

**Results:**

A new microarray was designed including both coding sequences and intergenic regions to investigate the acetate stress responses of *Zymomonas mobilis* 8b when using single carbon sources of glucose or xylose, or mixed sugars of both glucose and xylose. With the supplementation of exogenous acetate, 8b can utilize all the glucose with a similar ethanol yield, although the growth, final biomass, and ethanol production rate were reduced. However, xylose utilization was inhibited in both media containing xylose or a mixed sugar of glucose and xylose, although the performance of 8b was better in mixed sugar than xylose-only media. The presence of acetate caused genes related to biosynthesis, the flagellar system, and glycolysis to be downregulated, and genes related to stress responses and energy metabolism to be upregulated. Unexpectedly, xylose seems to pose more stress on 8b, recruiting more genes for xylose utilization, than does acetate. Several gene candidates based on transcriptome results were selected for genetic manipulation, and a TonB-dependent receptor knockout mutant was confirmed to have a slight advantage regarding acetate tolerance.

**Conclusions:**

Our results indicate *Z. mobilis* utilized a different mechanism for xylose utilization, with an even more severe impact on *Z. mobilis* than that caused by acetate treatment. Our study also suggests redox imbalance caused by stressful conditions may trigger a metabolic reaction leading to the accumulation of toxic intermediates such as xylitol, but *Z. mobilis* manages its carbon and energy metabolism through the control of individual reactions to mitigate the stressful conditions. We have thus provided extensive transcriptomic datasets and gained insights into the molecular responses of *Z. mobilis* to the inhibitor acetate when grown in different sugar sources, which will facilitate future metabolic modeling studies and strain improvement efforts for better xylose utilization and acetate tolerance.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/s13068-014-0140-8) contains supplementary material, which is available to authorized users.

## Background

Lignocellulosic biomass is considered to be a renewable and sustainable resource to address global challenges on environmental protection, energy security, and economic development, and cellulosic ethanol production has made significant progress at the pilot and demonstration scales. However, the toxic compounds generated during the deconstruction processes of pretreatment and enzymatic saccharification to release fermentable sugars such as glucose and xylose inhibit the microbial catalyst performance during fermentation to ethanol. These inhibitors include weak acids (such as acetic acid), aldehydes (for example, furfural), and lignin degradation products (such as vanillin) [1]. Acetic acid, liberated from hemicelluloses during biomass deconstruction, is one of the more dominant inhibitors due to its high concentration in lignocellulosic hydrolysates and its toxic effect on proton gradient homeostasis as a weak acid [2,3]. The development of robust microbial catalysts capable of maintaining high productivity in the presence of acetate and other inhibitors is crucial for commercialization of biochemical conversion processes for biofuel production, and numerous efforts are being devoted to meeting this goal [3].

Although yeast remains a major microbial biocatalyst for ethanol production, other microorganisms such as *E. coli* and *Zymomonas mobilis* have also received significant attention. *Z. mobilis,* a Gram-negative facultative anaerobic ethanologenic bacterium, has excellent industrial characteristics such as unique anaerobic use of the Entner-Doudoroff (ED) pathway that results in a high ethanol yield per mole of glucose consumed, high specific productivity, high ethanol titers, and notable ethanol tolerance [4-9]. In addition, the availability of genome sequence for multiple cultivars [10-14], operon prediction tools [15], metabolic modeling results [16-19], and strain engineering methods [20-25] accelerates the research progress in *Z. mobilis.* However, wild-type *Z. mobilis* can only utilize glucose, fructose, and sucrose as carbon sources, and cannot utilize pentoses like xylose, which is the second most abundant sugar in pretreated and saccharified biomass slurries. An engineered *Z. mobilis* strain 8b was constructed expressing heterologous genes of *talB*, *tktA*, and *xylAB* for xylose utilization as well as truncating the endogenous lactate dehydrogenase gene *ldh* for improved flux to ethanol [23]. Z. *mobilis* 8b is more sensitive to acetate when grown in xylose. The IC50 value (chemical concentration inhibiting 50% cell growth) of acetate when *Z. mobilis* 8b is grown in xylose is 50 mM, compared to the value of 210 mM when glucose is used as the carbon source [1]. The concentration of acetate in a typical hydrolysate prepared from pretreated corn stover at 20% solids loading is about 82 mM, which will completely inhibit cell growth on xylose.

Despite advances in engineering strains of *Z. mobilis* for pentose utilization [23,26-28], co-utilization of glucose and pentoses remains problematic, especially in the presence of inhibitory compounds such as acetate and furfural, and more work will be needed to achieve the high overall ethanol yields required for a commercial process [29-33]*.* Furthermore, despite recent systems biology studies undertaken to unravel the inhibitor tolerance mechanism of *Z. mobilis* for end-product ethanol [15,34], the single inhibitor acetate [35,36] or furfural [37], as well as the comprehensive hydrolysate toxic compounds [24], no transcriptomic study has yet been conducted focusing on the effect and interaction of pretreatment inhibitors and carbon source. This work addresses that knowledge gap and will provide insights on the development of a robust *Z. mobilis* with high pentose utilization efficiency for economic biofuel (both ethanol and advanced hydrocarbon) production.

## Results

### Physiological response to acetate and different sugars

As we noted in a previous report for *Z. mobilis* ZM4 [35], the presence of acetate negatively affected cellular growth and ethanol production in *Z. mobilis* fermentations. This is especially true with xylose as the carbon source (Figure 1). The maximum biomass of *Z. mobilis* in terms of OD_600nm_ value in different media (RMG, RMX, or RMGX) without exogenous acetate supplementation was lower than that in media with acetate supplementation, delaying the time to reach the stationary phase and maximal ethanol titers (Figure 1). Correspondingly, the growth rates (h^-1^) in cultures grown in the absence of acetate (RMG or RMX) were at least 50% higher than the growth rates in acetate-supplemented cultures (RMGAc or RMXAc): 0.43 ± 0.01 and 0.093 ± 0.003 in RMG and RMX compared to 0.28 ± 0.021 and 0.056 ± 0.002 in RMGAc or RMXAc, respectively. The sugar source had a dramatic impact on cellular growth; the growth rate of *Z. mobilis* 8b dropped sharply from 0.43 when using glucose to 0.093 when xylose was used as the sole carbon source. The supplementation of glucose restored the cellular growth, and the growth rates of *Z. mobilis* 8b in mixed sugars of glucose and xylose (RMGX and RMGXAc) were same as those in RMG and RMGAc (Figure 1).

**Figure 1:**
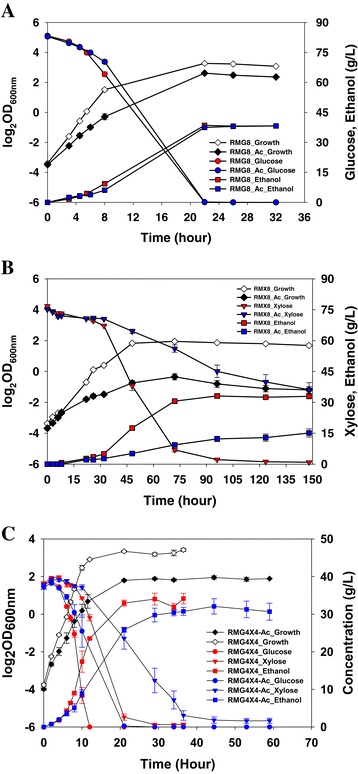
**Cell growth, substrate sugar utilization, and ethanol production in RMG8 (A), RMX8 (B), and RMG4X4 (C) media with and without the supplementation of NH**_**4**_ **OAc.**

Sugar utilization and ethanol production were monitored by HPLC (Figure 1). The elimination of lactate production is consistent with the lactate dehydrogenase gene deletion in the 8b background [23]. Corresponding to the decreased growth, *Z. mobilis* 8b consumed sugar more slowly with acetate supplementation. Ethanol production corresponded to the substrate (glucose or xylose) consumption in all conditions studied in this work; the ethanol was produced gradually as the sugar was consumed and reached its maximum when the glucose or xylose was used up (Figure 1).

### Transcriptomic profiling of *Z. mobilis* in response to acetate using different carbon sources

#### New array design and microarray experiment

To reflect the improved genome annotation [38], we designed a new NimbleGen high-density 12-plex microarray to investigate all genetic features including the gene coding region (CDS) and intergenic regions. The new array contains 146-K features for both expression and tiling arrays covering both the genome and five plasmids as well as heterologous genes (*talB*, *tktA*, *araBAD*, and *xylAB*) engineered into *Z. mobilis* for xylose and arabinose metabolism [26,27].

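The values analysed here come from the gene-expression part of this design, made of 132362 probes per array in probe sets, beside 8301 random control probes. The probe sets cover 1729 chromosomal genes, 1312 chromosomal intergenic regions, 99 plasmid intergenic regions, 7 recombinant genes and the plasmid genes, 3302 features in all. Each gene is read by 4 probe sets of 6 probes and each intergenic region by 2 probe sets. The intergenic features reach into the genes beside them, and 2618 of 2791 overlaps with a gene are exactly 201 bp long. The median intergenic feature is 542 bp long and the median content of gene sequence is 402 bp, with a median share of 76.0% per feature, so an intergenic value also reads the ends of the flanking genes.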

Samples were taken at exponential phase for the single sugar (RMG or RMX) fermentation experiment, and at different post-inoculation time points of exponential, transition, and stationary phases for mixed sugar (RMGX) fermentation (Figure 1). The time point between the end of the exponential phase and the beginning of the stationary phase was selected as the transition phase. 

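RNA from 12 log-phase cultures, 3 per condition, was read on 1 slide of one-colour arrays, 1 array per culture. Rich medium with 8% glucose (RMG) and rich medium with 8% xylose (RMX) were each sampled without acetate and with acetate, at 10 g/L ammonium acetate in RMG and 3.5 g/L in RMX. Differences between RMX acetate and RMG acetate are therefore differences of sugar and of acetate dose together. Median signals ran from 847 to 2082.5 in RMG, 2210.5 to 3980 in RMG acetate, 1384.5 to 1858.5 in RMX and 1183 to 1962.5 in RMX acetate. The random controls averaged 323 to 424 on these arrays, and 81.1% to 94.6% of probe sets lay above the 95th percentile of the random controls. The authors took log2 probe values, scaled them by loess and tested them by analysis of variance at a false discovery rate of 0.05. Here probe sets were averaged per feature, scaled by cyclic loess and compared in limma, as described in the section on processing.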

Gene expression profiles were analyzed using a NimbleGen high-density expression array as described previously [35]. In addition to conditions using a sole carbon source of glucose or xylose only, the acetate effect on 8b during mixed sugar RMGX fermentation was also investigated to better model a real production situation using pretreated and saccharified biomass slurries containing both glucose and xylose. 

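The mixed-sugar experiment holds 18 arrays from 3 cultures without and 3 cultures with 10 g/L ammonium acetate in rich medium with 4% glucose and 4% xylose (RMGX), each sampled in log, transition and stationary phase. Samples were taken at 7, 12 and 36.5 h without acetate and at 11.5, 21 and 59 h with acetate. Median signals fell over the time course, from 7633.5 to 8578 in log phase to 1327.5 to 2148.5 in stationary phase without acetate, and from 3312 to 4070 to 1331 to 2165 with acetate. The random controls averaged 388 to 585, and 84.9% to 96.2% of probe sets lay above background. All 9 arrays without acetate and the 3 log-phase arrays with acetate share a slide. The 6 transition and stationary arrays with acetate are on another slide, so in those phases an effect of acetate cannot be told apart from an effect of the slide.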

In total, 36 arrays were used (Additional file 1: Table S1), and two types of analyses were performed to investigate the effect of acetate on 8b under a variety of conditions: 1) a comparison of the effects of acetate with media (RMG, RMX, or RMGX) and growth phase (log, transition, or stationary) held constant; 2) a comparison of the effects of growth phase (log, transition, or stationary) within different media (RMG, RMX, or RMGX) with or without acetate supplementation.

### Array data quality and qRT-PCR confirmation

The quality of data was checked with good correlation (Additional file 2: Figure S1) before the statistical analyses. The microarray data were also assessed using several approaches, and the quality was found to be high. The correlation coefficients for microarray data from biological replicates were good, with r > 0.9 for each comparison (Additional file 2: Figure S1A, B). In addition, the microarray data of biological replicates were also grouped together closely based on hierarchical clustering and principal components analyses (Additional file 2: Figure S1C, D), and the data can be grouped or separated as individual time points or by treatment.

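Replicate arrays correlated across features at r = 0.920 to 0.979 in RMG, 0.965 to 0.986 in RMG acetate, 0.967 to 0.995 in RMX and 0.980 to 0.986 in RMX acetate. In RMGX the ranges were 0.988 to 0.996 in log phase, 0.974 to 0.987 in transition and 0.925 to 0.965 in stationary phase. With acetate they were 0.987 to 0.988, 0.905 to 0.978 and 0.962 to 0.976 in the same order. Features are not independent of each other, so these are descriptions of 3 arrays per group and carry no p value. The lowest value was 0.886 before normalization and 0.895 under quantile normalization, both in place of the 0.905 above.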

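In the single-sugar experiment the first principal component, 50.6% of the variance, placed all 6 RMG arrays on one side and all 6 RMX arrays on the other, with or without acetate. The second, 20.4%, separated the 3 RMG arrays from the 3 RMG acetate arrays and placed the RMX and RMX acetate arrays between them. In the mixed-sugar experiment the first component, 49.7%, separated log phase from the later phases, and the 3 log-phase acetate arrays lay beside the 3 without acetate. The second, 24.8%, separated transition and stationary arrays without acetate from those with acetate, and the third, 8.16%, separated transition from stationary phase without acetate. Among the later phases that separation follows the slide as closely as it follows acetate.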

Moreover, our newly designed microarray contains features of engineered genes such as *talB*, *tktA*, *araBAD*, and *xylAB. Z. mobilis* 8b contains *talB*, *tktA*, and *xylAB* but not *araBAD.* The array data are consistent with our strain background with the *talB*, *tktA*, and *xylAB* genes expressed but not *araBAD* (Additional file 2: Figure S2). 

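In RMG, the genes for pentose phosphate and xylose enzymes *talB*, *tktA* and *xylA* gave log2 signals of 5.94 ± 0.55, 5.19 ± 0.56 and 6.19 ± 0.50 over the random controls (mean ± SD, n = 3 arrays), and *xylB* gave 5.37 ± 0.45. The arabinose genes gave 0.09 ± 0.03 for *araA*, 0.06 ± 0.03 for *araB* and 0.08 ± 0.04 for *araD*. Over all 30 arrays each of *talB*, *tktA*, *xylA* and *xylB* exceeded the background limit in 120 of 120 probe sets, with medians of 6.39, 5.91, 6.54 and 6.20. The 3 arabinose genes exceeded it in 2, 4 and 1 of 120.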

Because our array datasets are derived from a high-density tiling array containing multiple probes for each gene, we may obtain information of post-transcriptional regulation through the transcriptomic study. Our results showed that the probe intensities for these engineered genes in different gene locations were different and the probes adjacent to the 5-prime region of these genes had higher expression intensity than those in the C-terminal region (Additional file 2: Figure S2).

Furthermore, gene expression profiles in terms of probe intensity can be overlaid across the whole genome to identify whether there are expression differences in the genome. In this study, most chromosomal regions were expressed evenly under different conditions. However, some regions had relatively higher or lower abundance than the average probe intensity under different conditions (for example, single sugar of RMG and RMX with and without the supplementation of exogenous acetate at exponential phase), which can help visualize the genome regions with different expression patterns and give an overview of gene expression profiles under different conditions (Additional file 2: Figure S3). On the contrary, only small sporadic regions in the plasmids had an expression intensity higher than the background signal and most areas had no expression (Additional file 2: Figure S3). 

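Among plasmid genes, 79 (51.0%) exceeded the background limit on all 3 RMG arrays, as did 28 of 99 plasmid intergenic regions (28.3%). The same count was 1684 of 1729 chromosomal genes (97.4%) and 829 of 1312 chromosomal intergenic regions (63.2%). By contig, in RMG the median gene lay 2.29 log2 units over the random controls on Contig14 (51 genes), 0.88 on Contig15 (28), 0.58 on Contig16 (21) and 0.18 on both Contig12 (25) and Contig13 (30). The chromosomal median was 2.54. Probes differ in affinity, so such levels give no ranking of transcription between contigs. On Contig14, 31 genes exceeded the random controls by more than 2 log2 units. On all 3 arrays of a group, 92 plasmid genes exceeded the limit in RMG acetate (59.4%), 95 in RMX (61.3%) and 94 in RMX acetate (60.6%). The lower count in RMG includes replicate 2, the dimmest array.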

Of the five plasmids reported in *Z. mobilis* [38], sequencing reads were only mapped to portions of three of them, calling for further study to investigate the plasmid profile and the plasmid stability of *Z. mobilis* after metabolic engineering and the role of plasmids in *Z. mobilis* physiology and metabolic networks.

Finally, ten genes from arrays with different expression values were picked for qPCR using a Bio-Rad CFX96 instrument and the Roche qPCR kit. Genes with significant array *P*-values in each comparison were selected, and the correlation between array and qPCR was plotted. 

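In RMG with acetate against RMG on the arrays (log2 change ± SE, n = 3 arrays per group), cysteine synthase ZMO0748 rose by 2.19 ± 0.17 (adjusted p = 9.5e-06) and the short-chain dehydrogenase ZMO0318 by 1.65 ± 0.15 (3.4e-05). The other 8 of the 10 genes measured by the authors with qRT-PCR did not pass the threshold. Their values were −0.28 ± 0.09 for the phosphatase ZMO1863, −0.41 ± 0.11 for the chemotaxis protein gene ZMO0084, −0.39 ± 0.14 for the sigma-54 regulator ZMO1124 and −0.63 ± 0.18 for pyruvate decarboxylase ZMO1360. Aldehyde dehydrogenase ZMO1754 gave 0.58 ± 0.15, the secretion subunit SecD ZMO1897 0.13 ± 0.12, glucokinase ZMO0369 0.25 ± 0.14 and the short-chain dehydrogenase ZMO1576 −0.06 ± 0.17. The qRT-PCR values are not analysed here.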

The results indicate that our array had good quality with relatively high correlations between qRT-PCR and array results as in our previous reports [15,35,36,39], although the correlation between RMGAc and RMG is relatively weak with a squared correlation coefficient value of 0.79 (Additional file 2: Figure S4).

### Transcriptomic analysis of the effect of acetate and carbon source

#### Overview of acetate and sugar effect

Analysis of variance (ANOVA) analyses using JMP Genomics (SAS Inc., Cary, NC) were carried out using sugar and acetate treatment as variables, and the results indicated that acetate had a more dramatic impact on the transcriptome of 8b in RMG than that of cells grown in RMX, and that the difference between carbon sources is more dramatic than the effect caused by acetate treatment (Additional file 2: Figure S5; Table 1; Additional file 3: Table S2). 

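Acetate changed 72 chromosomal genes in RMG (33 up, 39 down) and 43 in RMX (17 up, 26 down), at adjusted p below 0.05 and a 2-fold change with n = 3 arrays per group. Xylose in place of glucose changed 235 chromosomal genes without acetate (122 up, 113 down) and 265 with acetate in both media (133 up, 132 down). Counting intergenic and plasmid features as well, 150, 74, 378 and 410 of 3302 features were called in the same order. The spread of log2 changes over the 1729 chromosomal genes follows the same order without a threshold, with SDs of 0.491, 0.405, 0.688 and 0.726. The paper concludes that acetate affects the transcriptome more in RMG than in RMX and that carbon source matters more than acetate. The RMX cultures received less acetate than the RMG cultures, so these counts do not separate the medium from the dose. Acetate in RMG stayed above acetate in RMX, and both sugar counts above these, when the 2-fold threshold was dropped (877, 491, 1295 and 1418) and under normexp background correction (290, 133, 618 and 618), where the sugar counts were equal.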

The overview of significantly differentially expressed genes is shown in Additional file 2: Figure S5. The number of differentially expressed genes in response to acetate or carbon source is summarized in Table 1, and the detailed gene expression information is listed in Additional file 3: Table S2 (S2A for the single sugar experiment and S2B for the mixed sugar array study). With acetate treatment in RMG, only 148 genetic features (including both genes and intergenic region features) were differentially expressed, with 30 genes upregulated and 43 downregulated (Table 1, Additional file 3: Table S2-2). 

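In RMG with acetate the hypothetical protein gene ZMO0055 rose by 2.47 ± 0.25 (adjusted p = 6.9e-05), with 1 of 3 RMG arrays at background. The hypothetical protein genes ZMO1464 and ZMO1794 fell, with log2 changes of −1.62 ± 0.20 and −1.36 ± 0.24. On a plasmid the neighbours ZZM4_0155_Contig12 and ZZM4_0154_Contig12 rose by 1.33 ± 0.18 and 1.26 ± 0.13. Of the 108 features that rose, 62 were chromosomal intergenic regions, against 3 of the 42 that fell. The median log2 change was 0.25 over chromosomal intergenic features and −0.14 over chromosomal genes. These numbers depend on single RMG arrays. Without RMG replicate 3, 236 features were called (193 up, 43 down) and 147 chromosomal intergenic regions rose, and without RMG replicate 2 the counts were 119 and 35.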

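Among the largest rises with xylose in place of glucose, without acetate, were the short-chain dehydrogenases ZMO1576, ZMO1372 and ZMO0309 with 3.27 ± 0.17, 2.96 ± 0.20 and 2.56 ± 0.18 and the aldo/keto reductase ZMO1773 with 2.78 ± 0.15 (log2 change ± SE, n = 3 arrays per group). The calcium-binding EF-hand protein gene ZMO1034 rose by 2.80 ± 0.17, the membrane channel gene ZMO0252 by 2.65 ± 0.19, and the hypothetical protein genes ZMO1373 and ZMO0021 by 2.93 ± 0.21 and 2.48 ± 0.20. Among the largest falls, the nucleoside permease ZMO1451 gave −1.80 ± 0.13, guanylate kinase ZMO0433 −1.73 ± 0.13 and adenosine deaminase ZMO0655 −1.68 ± 0.14. The secretion subunit SecE ZMO2006 gave −1.67 ± 0.22, and the hypothetical protein genes ZMO1728 and ZMO0087 −1.68 ± 0.19 and −2.18 ± 0.18. Of the 378 features called, 258 rose and 120 fell, and 127 of those that rose were chromosomal intergenic features (214 without RMG replicate 3).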

When xylose was used as the sole carbon source, 369 genetic features were differentially expressed compared to that using glucose as the sole carbon source including 113 genes upregulated and 128 genes downregulated (Table 1, Additional file 3: Table S2-4). The RMGX cultures grew much better than the RMX cultures (Figure 1) and, correspondingly, fewer genetic features were differentially expressed in the mixed sugar condition in the exponential phase, with only 28 genes upregulated and 17 downregulated compared to samples taken from the RMG medium (Table 1, Additional file 3: Table S2-17).

**Table 1:** **Summary of significantly differentially expressed genes in response to acetate or carbon sources**

	**cGene**	**cIGR**	**pGene**	**pIGR**	**Total**	**SUM**	**Note**
**Acetate regulated genetic features**							
Gluc_Ac_UP	30	62	3	7	102	148	Acetate regulated genes with glucose as carbon source, Additional file 3: **Table S2-2**.
Gluc_Ac_DOWN	43	3	0	0	46		
Xyl_Ac_UP	18	0	21	8	47	76	Acetate regulated genes with xylose as carbon source, Additional file 3: **Table S2-3**.
Xyl_Ac_DOWN	26	2	1	0	29		
GX_Log_Ac_UP	60	23	1	0	84	154	Acetate regulated genes with mixed glucose and xylose, Additional file 3: **Table S2-11**.
GX_Log_Ac_DOWN	44	26	0	0	70		
**Carbon-source regulated genetic features**							
Xyl/Gluc_UP	113	113	2	5	233	369	Xylose regulated genes compared to glucose, Additional file 3: **Table S2-4**.
Xyl/Gluc_DOWN	128	4	4	0	136		
Xyl/Gluc_Ac_UP	40	2	0	0	42	112	Xylose regulated genes compared to glucose in the presence of acetate, Additional file 3: **Table S2-5**.
Xyl/Gluc_Ac_DOWN	35	33	2	0	70		
GX/Gluc_UP	28	15	2	0	45	73	Mixed sugar (xylose and glucose) regulated genes compared to glucose, Additional file 3: **Table S2-17**.
GX/Gluc_DOWN	17	7	4	0	28		
GX/Gluc_Ac_UP	67	19	1	0	87	151	Mixed sugar (xylose and glucose) regulated genes compared to glucose only in the presence of acetate, Additional file 3: **Table S2-18**.
GX/Gluc_Ac_DOWN	33	24	6	1	64		

cGene: number of chromosomal genes, cIGR: number of chromosomal intergenic regions, pGene: number of plasmid genes, pIGR: number of plasmid intergenic regions. Total: Total number of genetic features including cGene, cIGR, pGene, and pIGR for either upregulated or downregulated genetic features. SUM: the sum of total upregulated and downregulated genetic features.

In addition, when acetate was supplemented into the medium, fewer genetic features were significantly differentially expressed when xylose was used as the sole carbon source than when glucose was used (76 versus 148) (Table 1, Additional file 3: Table S2-2, S2-3). This result further indicates that the utilization of the non-native sugar xylose in the absence of glucose presents a stressful environment for the cells, and the addition of acetate into RMX only causes an incremental transcriptional change since common stress-responsive genes were already expressed in the stressful xylose environment. 

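Whether acetate acts differently in the 2 media can be tested as the difference of its effects, RMX minus RMG, and 184 features differed (69 higher in RMX, 115 lower, but 103 and 98 with median centring). The sulfate genes ZMO0005 and ZMO0006, for sulfate adenylyltransferase and a siroheme methyltransferase, gave −2.85 ± 0.40 and −2.78 ± 0.30 (log2 difference ± SE, n = 3 arrays in each of 4 groups). In the sulfate and cysteine list 9 of 14 genes were lower (11 adjusted over the list alone). The authors picked genes of this list for rising with acetate in RMG, and this difference subtracts that rise. The count is therefore not independent evidence. In the other direction the hypothetical protein genes ZMO1464, ZMO0373 and ZMO1787 gave 2.50 ± 0.29, 2.18 ± 0.26 and 2.09 ± 0.28, alkyl hydroperoxide reductase ZMO1732 gave 2.06 ± 0.34 and the AsnC-type regulator ZMO0372 1.87 ± 0.30. Of the 8 chemotaxis genes 5 were higher in RMX (5 adjusted over the list alone), among them the methylesterase gene *cheB* ZMO0878 at 1.79 ± 0.18. By class the difference covered 58 chromosomal genes up and 45 down, but 1 chromosomal intergenic feature up and 69 down. The count ranged from 131 without RMG acetate replicate 5 to 354 without RMG replicate 3, and the acetate dose differed between the media.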

Alternatively, cells could face dramatic perturbation when shifting from the favorable growth condition using glucose to other stressful conditions (such as xylose utilization or acetate resistance), and more transcriptional regulation is required for cells to adapt to the stress.

### Time-course microarray investigation of the mixed sugar fermentation

In addition to the comparisons of the *Z. mobilis* 8b transcriptional profiles in RMG, RMX, or RMGX in the absence and presence of acetate, we also investigated the effect of acetate on the gene expression profiles of 8b at the different phases, log, transition, and stationary, in mixed sugar fermentation (Additional file 2: Figure S5, Additional file 3: Table S2-8 to S2-16). 

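At transition phase, acetate raised the uracil-DNA glycosylase family genes ZMO1648 and ZMO1582 by 4.32 ± 0.15 and 4.03 ± 0.19 and the sulfate transporter ZMO0546 by 3.76 ± 0.31 (log2 change ± SE, n = 3 arrays per group). It lowered the hopanoid transporter ZMO1599 (−3.56 ± 0.13), the flagellar rod gene *flgB* ZMO0614 (−3.42 ± 0.24) and the methionine sulfoxide reductase ZMO0998 (−3.24 ± 0.29). At stationary phase the largest rises were the sigma factor RpoD ZMO1623 (3.41 ± 0.23), isopropylmalate isomerase ZMO0105 (3.41 ± 0.23) and the protease Lon ZMO0376 (3.11 ± 0.22), and the largest named falls levansucrase ZMO0374 (−3.74 ± 0.22) and the aldo/keto reductase ZMO1344 (−3.45 ± 0.24). Sigma factors split, with 2 of 3 up and 1 down at stationary phase (2 and 1 adjusted over the list alone). Of 51 transcription regulators 6 rose and 7 fell at transition (6 and 7 adjusted over the list alone, but 10 and 6 with median centring). In all, 1022 features changed at transition (487 up, 535 down, but 684 and 458 with median centring) and 755 at stationary phase (308 up, 447 down). Across 1729 chromosomal genes, which are not independent, the effects in these phases correlated with each other at r = 0.63 and with the log-phase effect at −0.06 and −0.09. The acetate and no-acetate arrays compared here lie on different slides and were taken at 21 against 12 h and 59 against 36.5 h, so slide, age and acetate cannot be separated, and whether the acetate effect differs between phases was not tested. At stationary phase RpoD gave 1.68 and Lon 1.51 under quantile normalization and normexp background correction called 1356 features.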

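At log phase in RMGX, acetate changed 110 chromosomal genes (71 up, 39 down) with n = 3 arrays per group. Regulators moved both ways: the GntR-type regulator ZMO1944 rose by 1.13 ± 0.16 (log2 ± SE) and the LysR-type regulator ZMO1857 fell by 1.22 ± 0.23. A Sel1-repeat protein gene, ZMO0026, fell by 1.41 ± 0.12. Under quantile normalization these 3 gave 0.98, −0.91 and −0.82 and were not called. Counting intergenic and plasmid features, 161 changed (96 up, 65 down). Across the 1729 chromosomal genes, which are not independent of each other, the acetate effect in RMGX correlated with that in RMG at r = 0.31 and with that in RMX at 0.15, and the RMG and RMX effects correlated at 0.26. By rank these were 0.16, 0.11 and 0.26. The acetate doses in RMGX and RMG were equal and that in RMX was lower. Without a fold threshold 1125 features passed (551 up, 574 down), and normexp background correction gave 243.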

In the exponential phase, the effect of mixed sugars on gene expression in the presence of acetate is more like that of glucose than that of xylose with more differentially expressed genetic features (154 features, Table 1, Additional file 3: Table S2-11). In addition, there were more common differentially expressed genetic features shared between mixed sugar and glucose than between mixed sugar and xylose (Figure 2). This suggests that the supplementation of glucose into xylose can alleviate the stress caused by xylose and favor cellular metabolism and growth, which is consistent with the growth, sugar utilization, and ethanol production profiles (Figure 1, Additional file 4: Table S3).

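Acetate raised 12 chromosomal genes in both RMG and RMGX, against 1.36 expected by chance, and 2 in both RMX and RMGX (0.698 expected). The 12 are ZMO0004, ZMO0005, ZMO0008 and ZMO0009 of sulfate assimilation, ZMO0022, ZMO0031, ZMO0905, ZMO0918, ZMO1344, ZMO1449, and the neighbours ZMO1681 and ZMO1682. It lowered 9 chromosomal genes in both RMG and RMGX (0.880 expected), among them the phosphatases ZMO0130 and ZMO0131 and the TonB-dependent receptors ZMO0128 and ZMO1522. Over all features 18 were up in both RMG and RMGX (3.14 expected), 4 in RMG and RMX (1.47) and 2 in RMX and RMGX (1.31). The same counts for falls were 12 (0.827), 2 (0.369) and 2 (0.571). The expected numbers treat features as independent, 1 feature per pair of media moved in opposite directions, and whether the effect in RMGX differs from those on other slides was not tested.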

**Figure 2:**
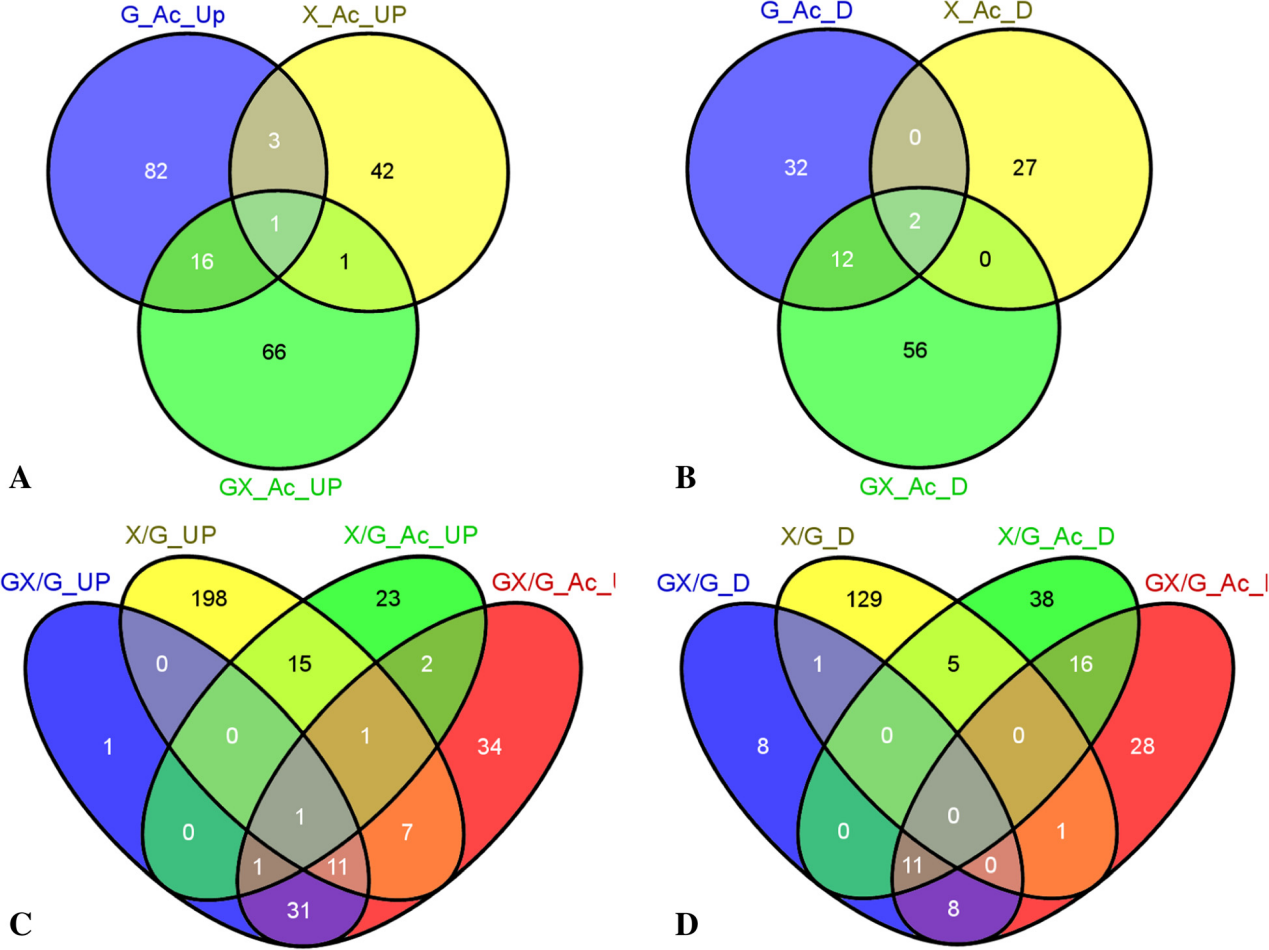
**Venn diagrams of common genetic features shared by shock stress responses in RMG8, RMX8, and RMG4X4. A**: the acetate upregulated features with at least two-fold increase and shared with those upregulated in single sugar of RMG **(G_Ac_UP)** or RMX **(X_Ac_UP)**, and mixed sugar of RMGX **(GX_Ac_UP)**; **B**: the acetate downregulated features with at least two-fold decrease and shared with those downregulated in single sugar of RMG **(G_Ac_D)** or RMX **(X_Ac_D)**, and mixed sugar of RMGX **(GX_Ac_D)**; **C**: genetic features upregulated in xylose RMX **(X/G_UP)** or mixed sugar of RMGX **(GX/G_UP)** compared to that in RMG with at least two-fold increase without acetate supplementation, **X/G_Ac_UP** and **GX/G_Ac_UP** for those with acetate supplementation; **D**: genetic features downregulated in xylose RMX **(X/G_D)** or mixed sugar of RMGX **(GX/G_D)** compared to that in RMG with at least two-fold increase without acetate supplementation, **X/G_Ac_D** and **GX/G_Ac_D** for those with acetate supplementation.

The subsets of expressed genes with at least two-fold changes were used for their potential interactions using the STRING 9.05 precomputed database [40], and the results indicated that acetate upregulated genes in mixed sugar fermentation had better interactions than those of the downregulated ones (Additional file 2: Figure S6). Similar to the individual sugar fermentation, the upregulated genes in the mixed sugar fermentation also included genes encoding cysteine synthase (Additional file 2: Figure S6A). 

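In RMGX the cysteine synthase gene ZMO0748 was not called for acetate at log phase (0.04 ± 0.17) and rose by 1.92 ± 0.17 at transition and 1.59 ± 0.17 at stationary phase (log2 change ± SE, n = 3 arrays per group, adjusted p = 7.8e-08 and 1.0e-06). At transition the sulfonate permease gene ZMO1262 rose by 1.27 ± 0.15 (2.00 with normexp background correction) and sulfite reductase ZMO0009 by 1.71 ± 0.17. Of the 14 sulfate and cysteine genes 4 rose at log phase, 5 at transition and 3 at stationary phase (4, 5 and 3 adjusted over the list alone), and none fell. But at log phase 1 fell with normexp and with the median over probe sets. So it was without RMGX log replicate 3 or RMGX acetate log replicate 5. The counts moved to 3 at transition without acetate replicate 5, to 2 at log phase under quantile normalization, and to between 0 (median centring) and 8 (normexp) at stationary phase, where cysteine synthase gave 0.99 under quantile normalization and 0.52 under median centring, not called in either. The list follows genes that the authors picked from these samples, so it is not independent evidence. The 2 later phases compare arrays on different slides.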

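At log phase in RMGX, limma called 0 of 52 ribosomal protein genes and 0 of 26 flagellar genes for acetate (0 and 0 adjusted over the list alone, 22 and 13 at an unadjusted p below 0.05). The called falls lie in later phases. The paper's account of these groups draws on another of its lists than the log-phase one, so the log-phase counts do not test it. At transition 18 ribosomal and 15 flagellar genes fell (18 and 15 adjusted over the list alone) and 1 flagellar gene rose, the falls led by ribosomal proteins L36 (ZMO1246, −2.84 ± 0.20) and L15 (ZMO0536, −2.71 ± 0.22) and by the flagellar rod gene *flgC* ZMO0613 (−2.49 ± 0.18) and the hook capping gene ZMO0612 (−2.39 ± 0.12). At stationary phase 12 and 11 fell (12 and 11 adjusted over the list alone), with −2.24 ± 0.30 for ribosomal protein L27 (ZMO0209) and −2.70 ± 0.12 for ZMO0612. Values are log2 changes ± SE with n = 3 arrays per group. The medians at transition were −0.71 over ribosomal and −1.27 over flagellar genes. The stationary count of ribosomal genes rose to 26 under quantile normalization and 34 under median centring, and ZMO0209 gave −4.13 with normexp background correction. The later comparisons lie across 2 slides.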

The downregulated ones are also similar to those in individual sugar fermentation, which are involved in biosynthesis (for example, ribosomal proteins), flagellar biosynthesis, and glycolysis (Additional file 2: Figure S6B).

However, we need to point out that these genes may be related to growth phase and may not be acetate specific. For example, dramatic differences were detected when 8b entered the transition phase from the log phase with a large number of genes highly differentially expressed (Additional file 2: Figure S5I, K, M, Additional file 3: Table S2-8, S2-14). 

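From log to transition phase without acetate the largest falls included the ribonucleotide reductases ZMO1025 and ZMO1039, which make DNA precursors, with −3.94 ± 0.24 and −3.65 ± 0.12, and the cell wall hydrolase ZMO0448 with −3.76 ± 0.15 (log2 change ± SE, n = 3 arrays per group). The short-chain dehydrogenases ZMO0309 and ZMO1372 rose by 4.01 ± 0.24 and 3.59 ± 0.22, the chaperone ClpB ZMO1424 by 2.97 ± 0.13 and catalase ZMO0918 by 2.90 ± 0.22. With acetate, ribosomal protein S20 (ZMO1358) gave −3.46 ± 0.21 and the flagellar switch gene *fliG* ZMO0635 −3.23 ± 0.13, while a cytochrome c biogenesis gene, ZMO0262, rose by 3.53 ± 0.25 and the Lon-domain peptidase ZMO1704 by 3.37 ± 0.17.

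With acetate 40 of 52 ribosomal protein genes fell against 12 without, where 1 rose, a difference that was not tested (40 and 12 adjusted over the list alone), and so did 11 of 15 purine genes and 7 of 14 hopanoid genes (11 and 7 adjusted over the list alone). The efflux list split, 3 up and 8 down of 18 (3 and 8 adjusted over the list alone), or 0 up without RMGX acetate transition replicate 4. Without acetate 3 of 13 cell division and envelope genes rose and 2 fell (3 and 2 adjusted over the list alone), or 4 fell without RMGX log replicate 1, transition replicate 1 or transition replicate 2. The ribosomal fall with acetate gave camera adjusted p = 7.3e-11, and adjusted p = 0.27 with an estimated correlation. In all 796 features changed without acetate (443 up, 353 down) and 1234 with acetate (633 up, 601 down), and the second comparison lies across 2 slides. The larger side turned with normexp background correction without acetate (488 up, 509 down) and with quantile normalization with acetate (594 up, 602 down). With median centring the acetate split was 791 up and 516 down, and 6 ribosomal genes fell without acetate, against 20 with normexp background correction.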

The difference between the transition and stationary phases (Additional file 2: Figure S5J, L, N, Additional file 3: Table S2-9, S2-15) was less dramatic than that of the log to transition period. 

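From transition to stationary phase without acetate the aldo/keto reductase ZMO1344 rose by 3.65 ± 0.24, the RNA helicase ZMO1417 by 3.31 ± 0.27 and the short-chain dehydrogenase ZMO1578 by 3.01 ± 0.47 (log2 change ± SE, n = 3 arrays per group). The exonuclease ZMO0278, the hopanoid transporter ZMO1599 and ribosomal protein L36 (ZMO1246) gave −2.20 ± 0.13, −2.15 ± 0.13 and −2.13 ± 0.20. With acetate the largest rises were phosphoserine aminotransferase ZMO1684 (2.26 ± 0.27), the methyltransferase ZMO1271 of siroheme synthesis (2.13 ± 0.14) and ribonuclease III ZMO1375 (1.89 ± 0.25), and ribosomal protein S21 (ZMO1713) and the flagellar gene ZMO0642 gave −1.73 ± 0.16 and −1.58 ± 0.17. Under quantile normalization ZMO1271 gave 1.37 and ZMO1713 −3.09. Of 22 TonB-dependent receptors 8 rose without acetate (8 adjusted over the list alone, 17 with median centring). In all, 555 features were called without acetate (314 up, 241 down), against 796 from log to transition phase, and 173 with acetate (92 up, 81 down), against 1234. These counts depend on scaling. With median centring more features were called in this step than in the earlier one without acetate (976 against 859), and fewer with acetate (349 against 1307). With acetate quantile normalization gave 355 against 1196 and normexp background correction 614 against 1507. The larger of rises and falls turned as well, with 154 up and 195 down under median centring with acetate and 232 up and 238 down under quantile normalization without.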

We believe that some genes identified in this study are mainly growth phase dependent rather than acetate or xylose related. This is consistent with our previous studies comparing the impact of stressors (such as oxygen and ethanol) at various stages of the growth phase [15,39]. Caution is needed to identify and interpret stressor-related gene candidates using microarray data from one single time point.

### Transcriptomic study of genes responsive to acetate resistance

We begin our transcriptomic profiling of 8b in response to acetate in RMG, RMX, and RMGX by identifying the common genetic features and those specific to each condition (Figure 2). Briefly, 30 chromosomal genes were upregulated by acetate in RMG (Table 1, Additional file 3: Table S2-2). Six of these are involved in sulfur metabolism including five genes involved in cysteine synthesis (CysC, N, S, K < ZMO003, 4, 7, 0748>, and ZMO0006) and an ABC transport system SsuACB (ZMO1261-3) involved in sulfonate import. 

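Sulfate adenylyltransferase, which activates sulfate, rose by 2.51 ± 0.40 for subunit 1 (ZMO0004), and the reductase of the activated sulfate, ZMO0007, by 2.27 ± 0.38 (log2 change ± SE, RMG acetate against RMG, n = 3 arrays per group, adjusted p = 0.0013 and 0.0018). The methyltransferase ZMO0006, which serves the siroheme cofactor of sulfite reductase, rose by 2.47 ± 0.21 (1.9e-05) and adenylylsulfate kinase ZMO0003 by 1.20 ± 0.35 (0.025). The sulfonate importer rose unevenly, by 2.57 ± 0.31 for the binding protein gene ZMO1261, 1.68 ± 0.34 for the permease gene ZMO1262 and 1.10 ± 0.31 for the ATPase gene ZMO1263 (2.3e-04, 0.0048 and 0.024). In the list of 14 sulfate and cysteine genes 11 rose and none fell (11 adjusted over the list alone), with a median of 1.91. The list as a set gave camera adjusted p = 1.6e-09, and adjusted p = 0.55 with an estimated correlation. The kinase gene ZMO0003 was not called without RMG replicate 1 (1.16), RMG acetate replicate 4 (0.94) or RMG acetate replicate 5 (1.01). ZMO1263 was not called without any of these (1.10, 0.92 and 0.86) or RMG replicate 3 (0.97), nor under median centring (0.73) or quantile normalization (0.84). In a fit of the 2 groups alone neither was called (adjusted p = 0.068 and 0.093). The authors chose these genes from the same arrays, so the list is not independent evidence.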

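Flagellar genes lowered by acetate in RMG were *fliE* ZMO0632 (−1.36 ± 0.19) and *fliF* ZMO0634 (−1.27 ± 0.22) of the basal body and the export gene *flhA* ZMO0624 (−1.08 ± 0.19), with the sigma-54 regulator ZMO0631 beside them at −1.12 ± 0.17 (log2 change ± SE, n = 3 arrays per group). Ribosomal proteins L21 (ZMO0211) and L13 (ZMO0884) gave −1.11 ± 0.20 and −1.27 ± 0.24. The AsnC-type regulator ZMO0372 gave −1.31 ± 0.21 and alkyl hydroperoxide reductase ZMO1732, which removes peroxides, −1.21 ± 0.24. These calls are a small part of each group: 3 of 26 flagellar and 3 of 52 ribosomal genes (3 and 3 adjusted over the list alone), or 5 ribosomal genes without RMG replicate 1. The medians were −0.29 over flagellar and −0.27 over ribosomal genes. For ribosomal genes as a set camera gave adjusted p = 0.01, and adjusted p = 0.62 with an estimated correlation.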

The 43 genes downregulated by acetate in RMG were involved in cell motility (for flagellar assembly) and protein synthesis (ribosome component proteins). 

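In RMX acetate raised 2 genes of chemotaxis signalling, the methylesterase gene *cheB* ZMO0878 by 1.27 ± 0.13 and the kinase gene *cheA* ZMO0083 by 1.01 ± 0.14 (log2 change ± SE, n = 3 arrays per group). The cell wall hydrolase ZMO0448 and the zinc alcohol dehydrogenase ZMO1696 rose by 1.31 ± 0.18 and 1.24 ± 0.14. A run of neighbours fell: the type I secretion genes ZMO0253, ZMO0254 and ZMO0255 gave −1.79 ± 0.20, −1.91 ± 0.21 and −1.57 ± 0.18, and the membrane channel gene ZMO0252 −1.40 ± 0.19. Diacylglycerol kinase ZMO1391 of lipid metabolism gave −1.43 ± 0.12. Without RMX replicate 8 or RMX acetate replicate 12 *cheA* gave 1.00 and 0.98 and was not called.

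Of 8 chemotaxis genes these 2 rose (2 adjusted over the list alone), or 4 with normexp background correction and 3 without RMX acetate replicate 10, RMX replicate 7 or RMX replicate 9, and the median was 0.86. Their camera adjusted p was 5.3e-06, and adjusted p = 0.11 with an estimated correlation. The phage genes of plasmid Contig14 rose in larger number, 21 of 26 (22 adjusted over the list alone), for example ZZM4_0034_Contig14 by 1.90 ± 0.40 and ZZM4_0035_Contig14 by 1.88 ± 0.32. That list gave camera adjusted p = 1.6e-14, and adjusted p = 0.5 with an estimated correlation. Its members were taken from the paper's tables on these samples, so it is not independent evidence, and its count was 12, 10 and 13 without RMX replicate 7, RMX replicate 8 and RMX acetate replicate 11.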

In the RMX medium, acetate upregulated 18 chromosomal genes (involved in chemotaxis and signal transduction) and downregulated 26 chromosomal genes (involved in biosynthesis and transport) (Table 1, Additional file 3: Table S2-3). However, in the mixed sugar medium RMGX, 60 chromosomal genes were found to be upregulated by acetate, mainly involved in oxidation-reduction reactions and amino acid metabolism. 

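Acetate in RMGX raised genes of alcohol and aldehyde turnover, with alcohol dehydrogenase AdhA ZMO1236 up by 2.15 ± 0.22 and aldehyde dehydrogenase SsdA ZMO1754 by 1.88 ± 0.28 (log2 change ± SE, n = 3 arrays per group, adjusted p = 3.6e-06 and 1.3e-04). The acetyltransferase ZMO0150 rose by 1.85 ± 0.26 and the peptidase ZMO1403, which may act on the cell wall, by 1.77 ± 0.16. The hypothetical protein genes ZMO0021 and ZMO1373 rose by 2.14 ± 0.29 and 2.07 ± 0.26, and ZMO0027 of purine synthesis by 1.23 ± 0.13. Of 7 reductases and dehydrogenases of aldehydes and polyols 3 rose (3 adjusted over the list alone). The reductase list follows genes that the authors picked from these samples and is not independent evidence.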

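In RMGX the lysine exporter ZMO1437 fell by 1.50 ± 0.22 with acetate, the phosphatidyltransferase ZMO0096 of phospholipid synthesis by 1.41 ± 0.14 and the auxin efflux carrier family gene ZMO0688 by 1.26 ± 0.18 (log2 decrease ± SE, n = 3 arrays per group). The TonB-dependent receptor ZMO0789 fell by 1.47 ± 0.26. Their adjusted p values were 1.4e-04, 4.4e-06, 1.0e-04 and 5.3e-04. Phosphate acquisition genes gave 1 fall in 7 (1 adjusted over the list alone).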

Acetate caused 44 chromosomal genes to be downregulated in RMGX, mainly coding for hypothetical proteins (Table 1, Additional file 3: Table S2-11).

Genes shared under different conditions were investigated, and ZMO1682 is the only upregulated gene responsive to acetate supplementation in all three growth conditions. This gene encodes L-aspartate beta-decarboxylase involved in amino acid metabolism (Figure 2A, Additional file 3: Table S2-2, S2-3, S2-11). 

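ZMO1682, for an aspartate aminotransferase with aspartate decarboxylase activity, rose by 2.22 ± 0.18 in RMG, 1.26 ± 0.18 in RMX and 3.37 ± 0.17 in RMGX (log2 change ± SE, n = 3 arrays per group, adjusted p = 1.0e-05, 0.0013 and 9.6e-10). No other of the 3302 features rose in all 3 media at 2-fold and adjusted p below 0.05. The rise in RMX, at the lower dose, was the smallest.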

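The gene for N-formylglutamate amidohydrolase, ZMO1181, of histidine and glutamate breakdown, rose by 1.50 ± 0.30 in RMG (adjusted p = 0.004) and 1.41 ± 0.30 in RMX (0.01) with acetate (log2 change ± SE, n = 3 arrays per group). In RMGX at log phase its value was 0.39 ± 0.21 (0.16), and whether RMGX differs from the other media was not tested.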

Another gene upregulated by acetate in both RMG and RMX but not in RMGX is ZMO1181, which encodes N-formylglutamate amidohydrolase. 

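The flavin oxidoreductase gene ZMO1885 rose with acetate by 1.07 ± 0.17 in RMX (adjusted p = 0.0026) and 1.21 ± 0.26 in RMGX (0.0024), and its value in RMG was 0.34 ± 0.17 (0.17; log2 change ± SE, n = 3 arrays per group). Without RMX replicate 7 the RMX value was 0.97 and not called. The acetate effects in RMX and RMG differed by 0.73 ± 0.24 (0.066), not called.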

Only one other gene, ZMO1885 (*ncr*) encoding NADH-flavin oxidoreductase, is upregulated by acetate in RMX and RMGX. In contrast, ten genes are upregulated by acetate in both RMG and RMGX. Three of these are involved in sulfur metabolism: cysteine synthase CysD, I, J (ZMO0005, 8, 9) and individual genes are involved in stress response: Fe-S oxidoreductase (ZMO0022), aldo/keto reductase (Dkg, ZMO1344), and catalase (ZMO0918). 

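The sulfate adenylyltransferase subunit gene ZMO0005 rose by 2.71 ± 0.28 in RMG and 1.18 ± 0.20 in RMGX, and sulfite reductase, which makes sulfide for cysteine, by 1.88 ± 0.35 and 1.66 ± 0.19 for ZMO0008 and 1.94 ± 0.20 and 1.37 ± 0.17 for ZMO0009 (log2 change ± SE, n = 3 arrays per group). Catalase ZMO0918, which removes hydrogen peroxide, rose by 1.07 ± 0.16 and 1.52 ± 0.22. The aldo/keto reductase ZMO1344 rose by 2.13 ± 0.19 and 2.21 ± 0.24 and ZMO0022, annotated as hypothetical in the array files, by 1.23 ± 0.16 and 1.42 ± 0.22. In RMX none of the 6 passed, with −0.15 ± 0.28 for ZMO0005, 0.79 ± 0.19 for ZMO1344 and 0.12 ± 0.16 for ZMO0918. The acetate effect in RMX less that in RMG was −1.34 ± 0.27 for ZMO1344 (0.01) and −0.95 ± 0.22 for ZMO0918 (0.018), the latter short of the 2-fold threshold and not called. Catalase was not called in RMG without RMG replicate 3 (0.93) or RMG acetate replicate 6 (0.98), nor ZMO0005 in RMGX under quantile normalization (0.94).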

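ZMO1681, for a transporter related to aspartate and alanine exchange, rose by 2.92 ± 0.21 in RMG and 3.76 ± 0.23 in RMGX with acetate (log2 change ± SE, n = 3 arrays per group). The TonB-dependent receptor ZMO0031 rose by 1.56 ± 0.17 and 1.08 ± 0.13, glucan biosynthesis protein D ZMO0905, of the envelope, by 1.08 ± 0.11 and 1.57 ± 0.10, and the mannitol dehydrogenase family gene ZMO1449 by 1.57 ± 0.17 and 1.24 ± 0.21. All 8 adjusted p values were below 0.05, the highest being 3.6e-04.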

Other upregulated genes encode the TonB-dependent receptor (ZMO0031), glucan biosynthesis protein D (ZMO0905), L-sorbose reductase (ZMO1449), and a potential alanine/aspartate transporter (ZMO1681) (Figure 2A, Additional file 3: Table S2-2, S2-3, S2-11).

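The receptor gene ZMO1522 gave log2 changes of −3.15 ± 0.20 in RMG, −1.31 ± 0.20 in RMX and −2.83 ± 0.36 in RMGX with acetate (± SE, n = 3 arrays per group, adjusted p = 2.7e-06, 0.002 and 3.3e-05). ZMO0128, a second receptor gene of this family for uptake across the outer membrane, gave −2.57 ± 0.12, −1.03 ± 0.12 and −1.92 ± 0.12 (4.0e-07, 5.6e-04 and 9.9e-09). No other feature fell in all 3 media. Without RMX acetate replicate 11 ZMO0128 gave −0.94 in RMX and was not called.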

The two genes downregulated by acetate in RMG, RMX, and RMGX are ZMO0128 and ZMO1522, which are annotated as TonB-dependent receptors (Figure 2B, Additional file 3: Table S2-2, S2-3, S2-11). Nine additional genes were downregulated by acetate in RMG and RMGX. 

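Acid phosphatase ZMO0130 fell with acetate by 2.08 ± 0.15 in RMG and 1.79 ± 0.17 in RMGX, and its neighbours, the nuclease ZMO0127 and the metallophosphoesterase ZMO0131, by 1.40 ± 0.14 and 1.30 ± 0.20 and by 1.87 ± 0.15 and 1.71 ± 0.12 (log2 decrease ± SE, n = 3 arrays per group). The decarboxylase ZMO1020 of basic amino acids fell by 1.11 ± 0.13 and 1.04 ± 0.16. The hypothetical protein genes ZMO0095, ZMO0912 and ZMO1521 fell by 1.55 ± 0.15 and 1.23 ± 0.26, 1.09 ± 0.19 and 1.95 ± 0.28, and 1.90 ± 0.17 and 1.77 ± 0.24. ZMO0412, of the MarC membrane protein family, fell by 1.28 ± 0.09 in RMG and gave −0.998 ± 0.20 in RMGX, just short of the 2-fold threshold (adjusted p = 0.0014). The glycosyl transferase gene ZMO0110 fell by 1.17 ± 0.21 in RMGX and gave −0.93 ± 0.14 in RMG, not called (0.0011). Calls ended for ZMO1020 in RMG without RMG replicate 1 (−0.95) or with loess on chromosomal genes (−0.96) and in RMGX without log replicate 1 (−0.95) or acetate log replicate 4 (−0.96), for ZMO0912 in RMG without RMG replicate 1 (−0.96) or with loess on chromosomal genes (−0.91), and for ZMO0110 in RMGX under median centring (−0.91).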

With the exception of ZMO0127 (encoding a nuclease S1), ZMO0130 (*phoC,* encoding an acid phosphatase precursor), ZMO1020 (encoding a decarboxylase 2), and ZMO0412 (encoding a potential multiple antibiotic transporter), the other five genes (ZMO0095, 0110, 0131, 0912, and 1521) encode hypothetical proteins.

Clearly from the Venn diagrams (Figure 2), the genes responsive to acetate in RMX, RMG, or RMGX alone far exceed those shared in two or more media. These results indicate that acetate has little further effect than the stress of growth in xylose compared to growth in glucose or glucose plus xylose. 

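Among chromosomal genes 92 rose in 1 medium alone (20 in RMG, 14 in RMX and 58 in RMGX) and 14 in 2 or more, and 84 fell in 1 medium alone (30, 24 and 30) against 9 in 2 or more. Over all features 204 rose (87, 40 and 77) and 110 fell (30, 27 and 53) in 1 medium alone, against 22 and 12 in 2 or more. A gene that misses either threshold in another medium counts here as responding in 1 medium alone.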

The slightly altered pattern of genes differentially expressed between RMG and RMGX suggests that xylose does exert subtle effects in RMGX (Figure 2, Additional file 3: Table S2-2, S2-11).

### Transcriptomic study of genes responsive to xylose utilization

To investigate the effect of the non-native sugar xylose on 8b gene expression, the transcriptomic profile of 8b in RMG was compared to those of cells grown in RMX (Additional file 3: Table S2-4) or RMGX (Additional file 3: Table S2-17). Only one common gene was identified to be upregulated, ZMO1268, a hypothetical protein containing a truncated MarR domain with very low similarity (Evalue = 2.31e-03), no matter whether the exogenous acetate was present or not.

Since the growth and gene expression profiles in RMGX were similar to those in RMG (Figure 2, Table 1), we focused our subsequent analysis of differentially expressed genes on results from cells grown in RMG and RMX. 

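In RMX against RMG without acetate, the chaperone ClpB ZMO1424 rose by 2.26 ± 0.15, the membrane protease FtsH ZMO1659 by 1.27 ± 0.16 and the protease subunit HslV ZMO0246 by 1.16 ± 0.14 (log2 change ± SE, n = 3 arrays per group). Catalase ZMO0918 rose by 2.22 ± 0.16 and the glutaredoxin ZMO0573, which reduces disulfides, by 1.48 ± 0.19. Ribosomal protein L20 (ZMO1515) gave −1.58 ± 0.17, ZMO1532 of purine synthesis −1.46 ± 0.25, *fliG* ZMO0635 −1.41 ± 0.13 and the chemotaxis receptor ZMO0202 −1.48 ± 0.14.

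By group 4 of 20 chaperone and protease genes and 6 of 17 oxidative stress genes rose (4 and 6 adjusted over the list alone). Falls were 13 of 52 ribosomal, 3 of 15 purine, 4 of 26 flagellar and 4 of 8 chemotaxis genes (13, 3, 4 and 4 adjusted over the list alone), or 6 purine genes without RMG replicate 3. The ribosomal genes gave camera adjusted p = 2.6e-06, and adjusted p = 0.64 with an estimated correlation. The oxidative stress list was drawn up with the paper's account of these samples at hand and is not independent evidence.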

The utilization of non-native xylose apparently poses a significant metabolic burden to the cells, with 113 genes upregulated and 128 downregulated (Table 1, Additional file 3: Table S2-4), and the gene functions of these differentially expressed genes have much in common with acetate-responsive genes as discussed above as well as with other stress (ethanol or furfural) responsive genes as described in previous reports [34,41]. 

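With acetate in both media, RMX against RMG, the peptidoglycan-associated lipoprotein ZMO0166 of the envelope was higher by 2.26 ± 0.14, superoxide dismutase ZMO1060 by 1.77 ± 0.15, alkyl hydroperoxide reductase ZMO1732 by 1.94 ± 0.24 and the electron transport subunit ZMO1812 by 1.43 ± 0.16 (log2 difference ± SE, n = 3 arrays per group). Lower were the sulfonate binding protein gene ZMO1261 (−2.71 ± 0.31), the siroheme methyltransferase ZMO0006 (−2.58 ± 0.21), the anaerobic ribonucleotide reductase ZMO1025 (−2.10 ± 0.17) and the hypothetical protein gene ZMO1465 (−2.22 ± 0.15). Respiratory chain genes gave 6 higher of 19, and sulfate and cysteine genes 10 lower of 14 (6 and 10 adjusted over the list alone). The plasmid phage genes gave 19 higher of 26 (19 adjusted over the list alone), or 11 and 10 without RMG acetate replicates 5 and 6. By class 44 chromosomal intergenic features were higher and 67 lower. The acetate dose was lower in RMX, so sugar and dose are not separated here.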

In the presence of acetate, only 40 genes were upregulated and 35 genes downregulated in RMX compared to RMG (Table 1, Additional file 3: Table S2-5). This indicates that multiple stressors elicit the same basic response.

Indeed, 7 upregulated genes and 16 downregulated ones are common between the acetate-responsive genes in RMG (Additional file 3: Table S2-2) and the xylose-responsive genes without acetate supplementation (RMX versus RMG, Additional file 3: Table S2-4). These common genes may serve as genetic targets for improving microbial tolerance to different stressors. However, we also point out that, despite the commonality, there are many more transcriptional responses unique to the individual stressors. 

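In all, 10 chromosomal genes rose both with acetate in RMG and with xylose (2.33 expected by chance) and 14 fell in both (2.55 expected). Those that rose are ZMO0004 and ZMO0007 of sulfate assimilation, the methyltransferase ZMO1271, the oxidoreductase ZMO1344, catalase ZMO0918, ZMO0022, ZMO0694, ZMO1586 and the pair ZMO1681 and ZMO1682. Those that fell include ribosomal proteins ZMO0211, ZMO0883 and ZMO0884, the regulator ZMO0372, the flagellar gene ZMO0632 and the receptors ZMO0128, ZMO0979 and ZMO1522, with ZMO0979 at −1.32 ± 0.10 for acetate and −1.62 ± 0.10 for xylose (log2 change ± SE, n = 3 arrays per group). Over all features 30 rose and 15 fell in both (8.44 and 1.53 expected). Both comparisons use the same 3 RMG arrays, which raises the overlap of their errors. How many shared calls this adds was not determined. Simulated data without any change correlated at r = 0.498 across features, against the observed 0.392. Where nothing changes, the shared RMG arrays give such a value by themselves, so this r cannot decide on a common response. The covariance was 0.123 against 0.0186 in the simulations, a difference of 0.104. The simulations drew noise for each feature by itself, with the same spread in all groups. The RMG replicates correlated least of the single-sugar groups, so the simulations may understate the noise that shared arrays give. The covariance therefore cannot decide on a common response either.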

Growth in xylose led to upregulation of 113 genes and downregulation of 128 genes compared to growth in glucose, while only 23 genes were acetate upregulated and 27 were acetate downregulated (Figure 2, Table 1, Additional file 3: Table S2-2, S2-4).

### Genetics confirmation

As noted above, our transcriptomic analysis provided targets for strain improvement to increase acetate tolerance. We constructed chromosomal knockin mutant strains to overexpress the genes that were upregulated to acetate as well as knockout mutants of the upregulated and downregulated genes. We hypothesized that the overexpression of the upregulated genes as well as deletion of the downregulated genes could confer growth advantage in the presence of acetate, while the deletion of the upregulated genes would pose a negative effect. Unfortunately, our knockin strategy was unsuccessful in generating stable mutants, perhaps due to the choice of a constitutive strong promoter in our constructs (data not shown). However, we were successful in constructing three knockout mutants (8b-KO1181, 8b-KO1682, and 8b-KO0128, named for the cognate gene). These mutant strains grew similarly as their parental strain 8b in RMG without exogenous acetate supplementation (data not shown). 8b-KO1181 and 8b-KO1682 were indistinguishable from the control strain, while 8b-KO0128 had a slight advantage in acetate resistance for cultures grown in RMG plus acetate (Additional file 2: Figure S7). A BLAST search of the *Z. mobilis* genome indicated that ZMO1682 and ZMO1181 are homologues of ZMO0342 (*aatA*) and ZMO1395, respectively, and these homologous gene products may compensate for the effect of the deletion. Similarly, the existence of multiple homologues of ZMO0128 in *Z. mobilis* (Additional file 2: Figure S8) may explain why the knockout of ZMO0128 only conferred a slight advantage in acetate tolerance. Further directed knockout mutants to eliminate other homologous genes may boost the effect of acetate tolerance.

## Discussion

### The exogenous acetate stress or non-native xylose utilization shifted redox balance, leading to toxic intermediate xylitol formation and glycolysis inhibition

Glycolysis and fermentation provide not only the necessary metabolic intermediates but also energy forms of ATP and redox NAD(P)H for anabolism, and the enzymes involved in glycolysis are among the most abundant proteins in Z. *mobilis* [15]. The stressful conditions trigger energy conservation and inhibit central metabolism with genes related to stress response being upregulated [15,39]. In addition, the expression levels for genes encoding the glycolytic enzymes were also affected by the stressful condition. For example, our previous study suggests that the transcriptional levels of glycolytic enzymes (such as Gpm, Eno, and Pyk) were reduced in the aerobic culture compared to that of the anaerobic culture. In addition, glycolysis intermediates were accumulated which may be due to the reduced glycolysis efficiency [39]. 

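At stationary phase in RMGX with acetate, glucose-6-phosphate dehydrogenase ZMO0367 and 6-phosphogluconolactonase ZMO1478, the steps after glucose uptake, gave −2.57 ± 0.18 and −2.33 ± 0.16 (log2 change ± SE, n = 3 arrays per group). The aldolase ZMO0997 of the Entner-Doudoroff pathway gave −1.58 ± 0.16, phosphoglyceromutase ZMO1240 −1.50 ± 0.13 and phosphoglycerate kinase ZMO0178 −1.37 ± 0.24. Median centring deepened these to −3.95, −3.12, −2.40 and −2.74 for ZMO0367, ZMO0997, ZMO1240 and ZMO0178. Of the 14 genes for glucose uptake, this pathway and ethanol formation 9 fell and 1 rose there (9 and 1 adjusted over the list alone), with a median of −1.31. The rise turned to a fall, below 2-fold, under quantile normalization, normexp background correction and median centring, where 11, 11 and 13 genes fell. Camera gave adjusted p = 7.1e-06, and adjusted p = 0.19 with an estimated correlation. ATP synthase genes fell as well, 3 of 6 (3 adjusted over the list alone, 6 with median centring), with −2.03 ± 0.15 for ZMO0240. At log phase limma called 0 of the 14 genes for acetate in RMG, 0 in RMX and 1 in RMGX (0, 0 and 1 adjusted over the list alone, with 5 and 7 at an unadjusted p below 0.05 in RMG and RMX). These became 1 in RMG without RMG replicate 2 and 4 in RMGX with median centring. The stationary arrays with and without acetate lie on different slides and differ in age.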

A similar energy conservation phenomenon under stressful conditions has also been observed for *E. coli* [42,43].

To investigate the impact of acetate supplementation and xylose utilization on glycolysis and fermentation, the metabolic pathway including xylose metabolism, glycolysis, and fermentation in the *Z. mobilis* 8b strain was reconstructed, and transcriptomic data were mapped into the pathway for xylose and acetate responsive genes under different conditions (Figure 3). 

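AdhB (ZMO1596), the alcohol dehydrogenase, gave 14.96 ± 0.12 log2 signal units in RMG and Pdc (ZMO1360), the pyruvate decarboxylase, 13.58 ± 0.10 (mean ± SD, n = 3 arrays). Probes differ in affinity, so such levels do not rank the 2 genes, or others, by transcript amount.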

When glucose was used as the only carbon source, the efficient *Z. mobilis* fermentation pathway enzymes Pdc (ZMO1360) and AdhB (ZMO1596) allowed fast ethanol production with minimal xylitol and acetate produced as byproducts (Figure 3, Additional file 4: Table S3). However, when xylose was the only carbon source, the acetate and xylitol levels were much higher than those in the RMG cultures (Additional file 4: Table S3). 

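The aldehyde dehydrogenase gene ZMO1754 was 8.14-fold higher in RMX than in RMG, a log2 change of 3.02 ± 0.15 (± SE, n = 3 arrays per group, adjusted p = 4.1e-07). The alcohol dehydrogenase gene ZMO1236 was 4.71-fold higher (2.24 ± 0.17, adjusted p = 2.5e-06).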

Comparing cells grown in RMX versus RMG, the *ssdA* (ZMO1754) gene encoding aldehyde dehydrogenase, which catalyzes the conversion of acetaldehyde to acetate, was upregulated eight-fold, and the *adhA* (ZMO1236) gene, encoding an iron-containing group III alcohol dehydrogenase proposed to oxidize ethanol into acetaldehyde [44,45], was also upregulated about four-fold. 

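With acetate in both media ZMO1754 was higher in RMX by 2.24 ± 0.15 and ZMO1236 by 1.93 ± 0.17 (log2 difference ± SE, n = 3 arrays per group, adjusted p = 2.0e-06 and 6.9e-06). The acetate effect in RMX less that in RMG was −0.79 ± 0.22 and −0.31 ± 0.24 (adjusted p = 0.035 and 0.42), neither of them 2-fold. The proposed redox imbalance itself is not measured by arrays.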

Similar results were seen when exogenous acetate was added into the medium, which suggests that the acetate accumulation may cause a buildup of the NADH reducing equivalents, leading to redox imbalance (Figure 3).

**Figure 3:**
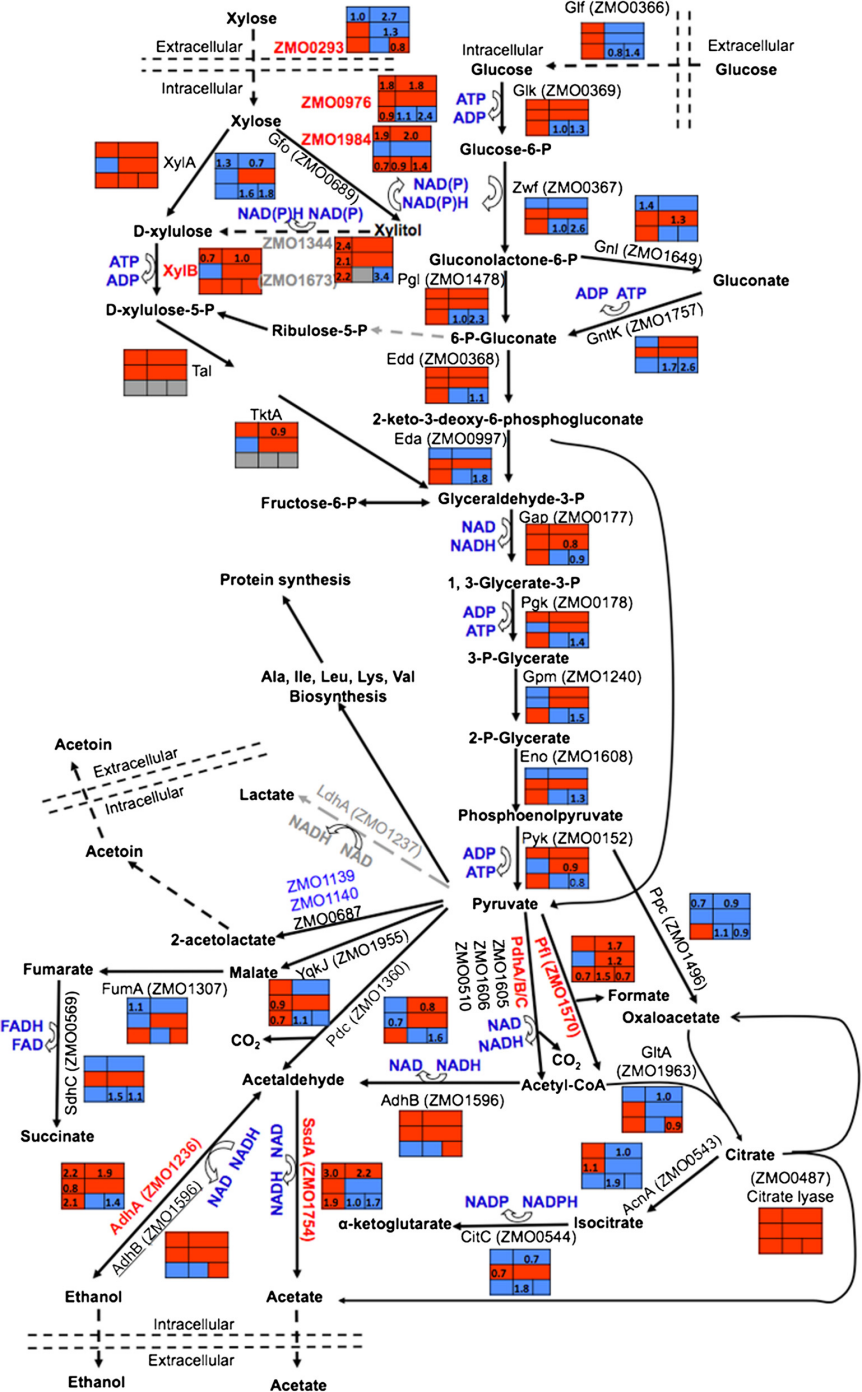
**Metabolic pathway of xylose degradation, glycolysis, and fermentation in** ***Z. mobilis*** **8b strain.** The box adjacent to the enzyme contains gene expression information from Additional file 3: Table S2-1, Table S2-6. The top row is for sugar effect: xylose-responsive genes compared to glucose in log phase without or with the supplementation of exogenous acetate from left to right column respectively, and the middle row is for acetate effect in log phase when exogenous acetate was added into single sugar of glucose or xylose respectively, from left to right column (Additional file 3: Table S2-1). The bottom row is for acetate effect in mixed sugar in log, transition, or stationary phase respectively, from left to right column (Additional file 3: Table S2-6). Absolute values greater than 1.5-fold (number in the box is log_2_-based value) were used, with red-filled box indicating upregulation and blue-filled box downregulation.

Excessive amounts of NADH could then drive the reaction of xylose conversion towards the accumulation of xylitol instead of the production of D-xylulose to regenerate NAD for redox balance (Figure 3). As evidence of this hypothesis, there was a high correlation (R^2^ = 0.99) between the xylose consumed and the xylitol accumulated (Additional file 4: Table S3). In addition, ZMO0976, a gene proposed to convert xylose to xylitol [46], was also upregulated consistent with a need to balance the excessive NADH accumulated, which is detrimental to the cells. 

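In RMX against RMG, the aldo/keto reductase gene ZMO0976 was higher by 1.86 ± 0.13 without acetate and 1.77 ± 0.13 with acetate (log2 difference ± SE, n = 3 arrays per group, adjusted p = 1.7e-06 and 2.7e-06). Of 7 reductases and dehydrogenases of aldehydes, aldoses and polyols 5 rose with xylose and 2 fell (5 and 2 adjusted over the list alone).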

The knockout of this gene has been proved to help *Z. mobilis* resist acetate toxicity [29]. Furthermore, ZMO1984, a paralogue to ZMO0976, was also upregulated similarly in response to xylose, which may further drive the reaction toward xylitol production (Figure 3). 

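ZMO1984 was higher in RMX than in RMG by 1.96 ± 0.15 without and 2.11 ± 0.15 with acetate (log2 difference ± SE, n = 3 arrays per group, adjusted p = 2.5e-06 and 2.0e-06). From log to transition phase in RMGX, as glucose runs out, it rose by 2.33 ± 0.26 without and 2.62 ± 0.26 with acetate. The step with acetate compares arrays on different slides.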

Although the reaction from xylose to xylitol could mitigate the problem of redox imbalance, xylitol is toxic to the cells and causes growth inhibition. In addition, the *gfo* gene encoded by ZMO0689 was reported to carry out the reaction from xylose to xylitol as well [47], and it was downregulated in RMX compared to RMG. 

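Glucose-fructose oxidoreductase ZMO0689 gave −1.24 ± 0.18 in RMX against RMG without acetate (log2 change ± SE, n = 3 arrays per group, adjusted p = 2.8e-04). With acetate in both media it gave −0.73 ± 0.18 (0.0074), below the 2-fold threshold.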

Taken together, these observations indicate that the conversion of xylose to xylitol is more complicated than previously thought, as this reaction is involved in multiple responses to metabolic stressors, all leading to a toxic dead-end product of xylose (Figure 3).

Glf (ZMO0366) has been proposed to serve as a xylose transporter in addition to its primary role as a glucose transporter [37]. A major facilitator superfamily (MFS) family sugar transporter ZMO0293 (EC: 1.3.1.74) is homologous to Glf with a high similarity score of 191. ZMO0293 encodes a symporter with 12 transmembrane domains, which also has high similarity to xylose and arabinose symporters of *E. coli* (for example, XylE). ZMO0293 was downregulated when using xylose (RMX) compared to that in RMG in the absence or presence of exogenous acetate. In addition, when xylose was the sole carbon source, ZMO0293 was downregulated further in the presence of acetate (Figure 3). Furthermore, ZMO0293 was downregulated in late phases (transition or stationary) compared to the log phase with or without the acetate supplementation. This is consistent with its xylose downregulation phenomenon, since glucose was completely consumed with xylose present when reaching the transition or stationary phases (Figure 1, Additional file 3: Table S2-1, S2-6, Additional file 4: Table S3). 

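The sugar transporter gene ZMO0293 gave −0.94 ± 0.21 in RMX against RMG without acetate, short of the 2-fold threshold (log2 change ± SE, n = 3 arrays per group, adjusted p = 0.004), and −2.72 ± 0.21 with acetate (3.3e-06).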

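In RMX acetate lowered ZMO0293 by 1.33 ± 0.21 (log2 decrease ± SE, n = 3 arrays per group, adjusted p = 0.0021), while its value in RMG was 0.45 ± 0.21 (0.13). The difference of these effects was −1.79 ± 0.29 (0.0033), at unequal acetate doses.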

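From log to transition phase in RMGX, ZMO0293 gave −1.05 ± 0.21 without acetate and −1.63 ± 0.21 with acetate (log2 change ± SE, n = 3 arrays per group, adjusted p = 4.7e-04 and 3.5e-06). From transition to stationary phase it was not called, with −0.01 ± 0.21 and 0.80 ± 0.21. Without acetate the first step was −0.56 under median centring and −0.99 with the arrays of that slide alone, not called in either, and the acetate step lies across 2 slides.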

We therefore propose that ZMO0293 may be the major transporter involved in xylose importation, and the downregulation of ZMO0293 in the presence of xylose may explain the poor xylose utilization by *Z. mobilis* and could be a genetic target to improve xylose utilization in *Z. mobilis* (for example, by changing the promoter region to release the transcriptional repression in the presence of xylose)*.*

As described above, acetate significantly inhibits growth in RMX medium. About half of the xylose was still remaining in the media at 148 h post inoculation and the ethanol concentration was only about half that in RMX without acetate supplementation (Figure 3, Additional file 4: Table S3). The addition of acetate into RMX caused the downregulation of ZMO0293, which could reduce xylose uptake in *Z. mobilis.* At the same time, the Pfl gene (ZMO1570) was upregulated, which could drive more pyruvate into the acetate production, causing NADH buildup and more xylitol accumulation. For example, when about half of the xylose (38 g) was consumed, the xylitol concentration was 2.38 g/L in the absence of acetate compared to 3.37 g/L with the supplementation of acetate (Additional file 4: Table S3). Similarly, when the RMGX medium was used, xylitol was higher in the presence of acetate than in its absence (Figure 1, Additional file 4: Table S3). This result indicates that the stress from exogenous acetate can cause a toxic chain reaction by driving carbon flux toward acetate production with excessive NADH accumulation, shifting from complete metabolism of xylose via xylulose to xylitol generation, inhibiting growth and ethanol production (Figure 1).

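Acetate in RMX raised pyruvate formate-lyase ZMO1570, which splits pyruvate into formate and acetyl-CoA, by 1.22 ± 0.16 and the gene of its activating enzyme ZMO1569 by 1.08 ± 0.20 (log2 change ± SE, n = 3 arrays per group, adjusted p = 8.7e-04 and 0.0047). In RMG ZMO1570 gave 0.00 ± 0.16, and the effects in the 2 media differed by 1.23 ± 0.22 (0.0056). Of 14 genes at the pyruvate and TCA branch these were the 2 that rose (2 adjusted over the list alone), and without RMX replicate 9 ZMO1569 gave 0.98 and was not called. The paper proposes that this drives acetate formation, NADH buildup and xylitol, of which the arrays read only the transcripts.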

### Alternative energy metabolism pathways to overcome the energy shortage due to glycolysis inhibition

Previous studies have indicated that, besides energy conservation, microorganisms might bypass the central glycolysis pathway and utilize alternative pathways (such as the nitrogen metabolism in *Clostridium thermocellum* ATCC27405 [48]) for carbon metabolism and energy regeneration to survive the harsh conditions. Additionally, sulfur assimilation was suggested to contribute to *Z. mobilis* ethanol stress response and hydrolysate tolerance [15,24]. In this study, several sulfur assimilation-related genes were also upregulated in RMG medium in the presence of acetate. For example, *cysI, J, K, N* were upregulated, and genes related to glutathione synthesis needed for assembly of Fe-S clusters were also upregulated in a response to acetate. 

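Glutathione synthetase ZMO1913 rose by 1.03 ± 0.20 with acetate in RMG (log2 change ± SE, n = 3 arrays per group, adjusted p = 0.004), and gave 0.71 ± 0.20 in RMX and −0.24 ± 0.10 in RMGX at log phase, not called. It was not called without RMG replicate 2, RMG replicate 3 or RMG acetate replicate 6 (each 0.94), nor with the median over probe sets (0.995). Of 8 genes for assembly of iron-sulfur clusters limma called 0, 0 and 0 at log phase in RMG, RMX and RMGX (0, 0 and 0 adjusted over the list alone, 1, 5 and 4 at an unadjusted p below 0.05). At transition in RMGX 6 of them rose (6 adjusted over the list alone), with 2.94 ± 0.38 for the assembly gene ZMO0428, 2.56 ± 0.21 for the accessory protein ZMO0429, 1.37 ± 0.17 for *sufD*-like ZMO0426 and 1.24 ± 0.17 for the cysteine desulfurase *sufS* ZMO0427. Aconitase ZMO0543, an iron-sulfur enzyme, rose by 1.16 ± 0.17 in RMG (0.99 and not called without RMG replicate 3) and gave −1.83 ± 0.09 in RMGX at transition. The iron-sulfur list follows the paper's account of these samples and is not independent evidence, and the transition arrays with acetate lie on another slide.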

Other general stress response genes were also upregulated in response to acetate in this study including genes encoding proteases (Clp), chaperone proteins (GroEL), and nucleases, which will help repair the damaged proteins and DNA to ensure accurate cellular function. Furthermore, metabolism of these protein and DNA degradation products may also help resolve any energy imbalances.

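At log phase, limma called 0 and 0 of 20 chaperone and protease genes for acetate in RMG and RMX (0 and 0 adjusted over the list alone, 5 and 4 at an unadjusted p below 0.05), and chaperonin GroEL ZMO1929 gave −0.04 ± 0.11 and −0.01 ± 0.11 (log2 change ± SE, n = 3 arrays per group). In RMGX 2 rose (2 adjusted over the list alone): ClpB ZMO1424, which frees proteins from aggregates, by 1.77 ± 0.13 and the DnaJ-domain protein gene ZMO1690 by 1.22 ± 0.28. With normexp background correction 4 rose in RMGX and 1 in RMG. At transition 6 rose (6 adjusted over the list alone), among them the DnaJ-domain gene ZMO1545 by 2.20 ± 0.22 and the periplasmic protease gene ZMO0234 by 1.73 ± 0.13. At stationary phase 9 rose (9 adjusted over the list alone), with GroEL at 2.01 ± 0.11, but GroEL gave 0.40 under quantile normalization and 0.02 under median centring, where 2 genes of the list rose and 2 fell (4 rose under quantile normalization and 5 with normexp). In the 2 later phases acetate and slide cannot be separated.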

Moreover, ZMO1181 was upregulated in both RMG and RMX media in the presence of acetate. ZMO1181 is a single gene transcription unit (TU) encoding N-formylglutamate amidohydrolase, which catalyzes the hydrolysis reaction to release amino acids such as alanine from bacterial cell-wall glycopeptides as a substrate for alternative carbon metabolism. All of these results suggest that *Z. mobilis* may bypass the inhibition on central metabolism by external stressful conditions and utilize alternative carbon and energy metabolism pathways to provide energy and metabolic precursors to keep redox balanced and the cell growing under stressful conditions (Figure 3). Additional aspects of energy conservation and generation will be addressed in the following section.

### Amino acid decarboxylase for energy generation

Amino acid decarboxylation has been suggested to help microorganisms resist acid stress. For example, aspartate-alanine antiporters and histidine decarboxylation enzymes help proton motive force (PMF) generation and ATP formation in *Lactobacillus* sp. [49,50]. In addition, four genes involved in amino acid decarboxylation were reported to be associated with acid tolerance of *L. acidophilus* [51]. The consistent upregulation of ZMO1682 in *Z. mobilis* 8b in response to acetate was independent of sugar source of glucose, xylose, or the mixed sugar of RMGX, indicating its critical role in resistance to the weak acid of acetate. ZMO1682 encodes an aspartate aminotransferase and forms an operon with ZMO1681, which encodes a putative aspartate-alanine antiporter. This operon is coexpressed under ethanol and salt conditions [15] as well as the acetate condition in this study. This operon likely responds to the stress such as xylose utilization and acetate supplementation in the early stage, and the upregulation of this operon may help *Z. mobilis* generate PMF and form ATP for acetate tolerance. 

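Without acetate in RMGX the neighbours ZMO1681 and ZMO1682 both rose from log to transition phase, by 4.16 ± 0.23 and 4.04 ± 0.17 (log2 change ± SE, n = 3 arrays per group). Xylose raised both as well, by 2.37 ± 0.21 and 1.62 ± 0.18. At transition acetate gave −0.19 ± 0.23 and −0.36 ± 0.17 in RMGX, not called, between arrays that differ in slide and age. From transition to stationary phase without acetate ZMO1681 fell by 1.43 ± 0.23 and ZMO1682 gave −0.51 ± 0.17. The arrays do not show whether a single transcript carries the 2 genes.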

During acetate stress conditions, genes encoding proteases and chaperone proteins were upregulated (Additional file 3: Table S2-2, S2-3, S2-11), which may help repair and at the same time degrade these damaged proteins to release the amino acids as substrates for this decarboxylation reaction and resist the acetate stress.

### The dilemma of sugar transport on substrate importation and energy conservation

Glf (ZMO0366, EC: 1.3.1.74) was regarded as the major sugar transporter and reported to be responsive for the transport of non-native sugars such as xylose [37]. In this study, *glf* was only downregulated from the log phase to transition and stationary phases in RMGX in the presence of exogenous acetate. 

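From log to transition phase in RMGX with acetate, *glf* (ZMO0366) gave −0.95 ± 0.16, just short of the 2-fold threshold (log2 change ± SE, n = 3 arrays per group, adjusted p = 4.4e-05). That step compares arrays on different slides. From transition to stationary phase it gave −0.13 ± 0.16. Without acetate the same steps gave −0.02 ± 0.16 and 0.35 ± 0.16. At stationary phase acetate lowered it by 1.18 ± 0.16 (9.3e-06), across 2 slides, and it was not called without RMGX acetate stationary replicate 5 (−0.99) or 6 (−0.84), and gave −2.79 with median centring.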

Its expression was similar in RMG or RMX with or without acetate supplementation at log phase (Additional file 3: Table S2). However, *Z. mobilis* growth in RMG or RMX was dramatically different (Figure 1). 

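Acetate changed *glf* by 0.04 ± 0.12 in RMG, −0.25 ± 0.12 in RMX and 0.23 ± 0.16 in RMGX at log phase, none of them called (log2 change ± SE, n = 3 arrays per group). Xylose against glucose gave 0.33 ± 0.12 without acetate and 0.04 ± 0.12 with acetate.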

Besides the impact of toxic xylitol accumulation and redox imbalance as discussed above, other genetic elements may also be responsive for these physiology differences of *Z. mobilis*.

As discussed briefly above, the expression of XylE homologous gene ZMO0293 was growth-phase dependent in the mixed sugar fermentation and downregulated in late growth phases when glucose was consumed. The expression of ZMO0293 was also downregulated by xylose (Additional file 3: Table S2-4, S2-5). This is different from its *E. coli* XylE symporter, which is repressed by glucose but induced by xylose. The expression of ZMO0293 was also downregulated by acetate in RMX medium (Additional file 3: Table S2-3), which indicates that the existence of acetate in the media may reduce xylose transport, thus interfering with carbon metabolism. Conceivably, the importation of both sugar and proton by this kind of MFS family symporter would change the PMF gradient and further acidify the cell, especially in the presence of the weak acid acetate or in stationary phase when metabolism decreases and the cells are less capable of pumping protons out for energy regeneration. Although these gene expression patterns and cell physiology differences indicate the involvement of sugar transport in stress response, further work is needed to systematically investigate the transport kinetics and substrate specificity of Glf and ZMO0293 under similar growth conditions to those used for this study. 

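Without acetate the transporter gene ZMO1452 rose by 2.39 ± 0.16 from log to transition phase and fell by 2.51 ± 0.16 from transition to stationary phase (log2 change ± SE, n = 3 arrays per group, adjusted p = 4.0e-09 and 8.9e-09). With acetate the first step gave −0.05 ± 0.16 and the second 0.42 ± 0.16. Acetate against none gave −2.61 ± 0.16 at transition (2.1e-09) and 0.31 ± 0.16 at stationary phase (0.11, not called). The transition and stationary values, and the first step with acetate, compare arrays on different slides.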

Upregulation of another transporter ZMO1452 (AraJ) with low similarity to Glf from log to transition phase (Additional file 3: Table S2-14) and its downregulation from transition to stationary (Additional file 3: Table S2-15) as well as the downregulation in the presence of acetate in stationary phase (Additional file 3: Table S2-6) demonstrate the importance and complexity of sugar transport in adapting to different environmental conditions.

### TonB-dependent transporters and energy conservation

TonB-dependent receptors are a family of beta-barrel proteins in the Gram-negative bacteria outer membrane, which can transport substrates of iron chelators (siderophores), oligosaccharides, and polypeptides against the concentration gradient with two other components of a periplasma-facing TonB protein and a plasma membrane localized machinery (ExbBD). In *E. coli*, the TonB protein interacts with outer membrane receptor proteins that carry out high-affinity binding and energy-dependent uptake of specific substrates into the periplasmic space [2]. 

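Receptors of this family, which take up iron complexes and other nutrients through the outer membrane, moved in both directions with acetate at log phase. In RMG 2 of 22 rose and 3 fell, in RMX 2 fell and in RMGX 1 rose and 3 fell (the same numbers adjusted over the list alone). The falls became 1 in RMX without RMX acetate replicate 11 and 5 in RMGX with normexp background correction. ZMO1463 rose by 1.80 ± 0.27 in RMG (log2 change ± SE, n = 3 arrays per group). At transition in RMGX acetate raised 12 and lowered 1 (12 and 1 adjusted over the list alone), and ZMO1522 itself gave 2.40 ± 0.36 there and 2.04 ± 0.36 at stationary phase. ZMO1522 had fallen by 2.61 ± 0.36 from log to transition phase without acetate and rose by 2.62 ± 0.36 with it. The later phases with acetate lie on another slide, so phase and slide cannot be separated in the sign of its change.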

In this study, two genes (ZMO0128 and ZMO1522) annotated as TonB-dependent receptors were consistently downregulated under different conditions. Potentially, ZMO0128 is a paralogue to four other *Z. mobilis* genes annotated as TonB-dependent receptors (ZMO0789, ZMO1463, ZMO1568, and ZMO1694) with a close relationship (Additional file 2: Figure S8). ZMO1522 is not similar to ZMO0128 and distinct from other genes annotated as TonB-dependent receptors such as ZMO0171, ZMO0979, ZMO1040, and ZMO1260. Six other TonB-dependent receptors are more similar to ZMO0128 than to ZMO1522 (Additional file 2: Figure S8). The downregulation of these two TonB-dependent receptors may therefore reduce energy needs for substrate uptake and reserve the energy for stress responses. The ZMO0128 knockout mutant did have a slight advantage over the wild-type strain for acetate tolerance (Additional file 2: Figure S7). However, further investigation is needed to identify the substrates that these TonB-dependent receptors are binding to, and the relationship between the substrate uptake repression and energy conservation.

## Conclusions

The physiological responses and transcriptomic profiles of an engineered xylose-utilizing *Z. mobilis* strain 8b to acetate stress using glucose or xylose individually or in mixed sugar fermentations were investigated. The non-native sugar xylose poses a stress for 8b, and the supplementation of acetate impedes the cell growth of 8b, resulting in slow substrate utilization and ethanol production. The transcriptomic profiles indicate that the molecular responses of 8b to xylose and acetate are dynamic and complicated. The utilization of the non-native sugar, xylose, elicits a more dramatic effect on transcriptional regulation than the inhibitor, acetate. Our study also suggests that stressful conditions such as growth in xylose in the presence and absence of acetate cause a redox imbalance. As the cells adjust metabolism to address redox imbalance, carbon flux may shift towards the accumulation of a toxic intermediate such as xylitol. In addition, *Z. mobilis* appears to manage its energy balance through the reduction of energy-consuming reactions such as expression of genes encoding efflux pumps and substrate transporters as well as energy regeneration through alternative carbon and energy pathways such as amino acid decarboxylation. Several target gene candidates based on the transcriptomic results were selected for genetic manipulation, and a TonB-dependent receptor knockout mutant was shown to convey acetate tolerance. Our study has provided insights into the molecular responses of the model ethanologenic bacterium *Z. mobilis* to the inhibitor acetate in different sugar sources, which will help further strain metabolic engineering efforts for better xylose utilization and acetate tolerance (for example, deletion of ZMO0293 for improved xylose transportation and utilization of the substrate channeling technique to direct the substrate xylose into the pentose phosphate pathway instead of toxic intermediate xylitol accumulation).

## Materials and methods

### Bacterial strain and growth conditions

*Z. mobilis* 8b was revived from frozen glycerol stocks for about 6 to 8 h in 10 mL RM (10 g/L yeast extract, 2 g/L KH_2_PO_4_) + 2% glucose at 33°C prior to inoculating the seed cultures overnight in RM + 5% glucose (RMG5) using shake flasks filled to 80% capacity at 33°C at 120 rpm. When the glucose concentration reached approximately 20 to 40 g/L, the cells were spun down at 3,840 × g for 10 min at room temperature (RT) and resuspended in either RMG (8% glucose), RMX (8% xylose), or RMGX (4% glucose, 4% xylose) at a ten-fold concentration and used as inocula for fermentation studies.

### Controlled batch fermentations

Fermentations were performed in BioStat-Q Plus fermentors (Sartorius Stedim Biotech, France) at 300-mL working volumes using *Z. mobilis* 8b. RMG, RMX, or RMGX media were used for fermentation. The fermentors were inoculated at an OD_600nm_ unit of 0.1 approximately. The fermentation was conducted at 30°C with an agitation rate of 150 rpm. The pH control set point was maintained at 6.0 by automatic titration with 2 N KOH. Samples were harvested during fermentation at different time points for transcriptomic and HPLC analyses as described previously [39]. The time point between the end of the exponential phase and the beginning of the stationary phase was selected as the transition phase. Specifically for the mixed sugar fermentation with multiple sampling time points, the exponential, transition, and stationary time points without acetate supplementation are 7, 12, and 36.5 h post inoculation, whereas the exponential, transition, and stationary time points with acetate supplementation are 11.5, 21, and 59 h post inoculation.

### Bioscreen C high-throughput toxicity assay

The high-throughput Bioscreen C assay was carried out as reported previously [1,52]. Briefly, *Z. mobilis* cells were revived from overnight culture with OD_600nm_ adjusted to 1.5, and 10 μL seed culture was added into 290 μL media with an initial OD_600nm_ of about 0.05. Growth was then monitored using a Bioscreen C instrument (GrowthCurves, Piscataway, NJ, USA) with three technical replicates. The experiments were repeated at least two times.

### Extracellular metabolite analysis with HPLC

HPLC analysis was used for the measurements of the extracellular metabolite concentration of glucose, xylose, acetate, ethanol, xylitol, glycerol, and lactate in 0.2 μm-filtered samples taken at different time points during fermentation. Soluble fermentation products were identified by comparison with retention times and peak areas of corresponding standards as described previously [15,35,39,53].

### RNA extraction and ds-cDNA synthesis

Total RNA was isolated from the cell pellet resuspended in TRIzol reagent (Invitrogen, Carlsbad, CA) as described previously [39]. Each total RNA preparation was treated with RNase-free DNase I (Ambion, Austin, TX) to digest residual genomic DNA and subsequently purified using the RNeasy Mini Kit (Qiagen, Valencia, CA). Total cellular RNA was quantified with a NanoDrop ND-1000 spectrophotometer (NanoDrop Technologies, Wilmington, DE) and RNA quality was assessed with an Agilent Bioanalyzer (Agilent, Santa Clara, CA). Purified RNA of high quality was used as the template to generate ds-cDNA using Invitrogen ds-cDNA synthesis kit (Invitrogen, CA).

### Microarray sample labeling, hybridization, scan, and statistical analysis of array data

Ds-cDNA was labeled, hybridized, washed, and scanned following the NimbleGen protocols. Hybridizations were conducted using a 12-bay hybridization station (BioMicro Systems Inc., Salt Lake City, UT), the arrays were dried using a Maui wash system (BioMicro Systems Inc.) and scanned with a SureScan high-resolution DNA microarray scanner (Agilent Technologies, CA), and the images were quantified using NimbleScan software (Roche NimbleGen, IN). Statistical analyses were done with JMP Genomics 5.1 software (SAS Institute, Cary, NC) as described previously [35,39]. Briefly, raw data of probe fluorescence intensity were log_2_ transformed and imported into JMP Genomics for analysis. A distribution analysis and data correlation analysis were conducted as a quality control step. The overlaid kernel density estimates derived from the distribution analysis allowed the visualization of sources of variation based on strain and treatment, as well as variation attributed to technical factors, such as array. The data were subsequently normalized using the LOESS Normalization algorithm within JMP Genomics. An analysis of variance (ANOVA) was performed to determine differential expression levels between conditions and time points using the false discovery rate (FDR) testing method (*P* < 0.05). The significantly differentially expressed gene lists for different comparisons were generated and outputted as Excel sheets. Microarray studies have been submitted to NCBI GEO database with the accession number GSE57553. The interactions among differentially expressed genes were investigated using the STRING 9.05 precomputed database [40] available at http://string.embl.de/.

### Chromosomal knockout deletion constructs

The Gibson Assembly kit (New England BioLabs, Ipswich, MA) was used to assemble upstream and downstream fragments (about 1.2 kb each) of the target deletion gene with the spectinomycin gene *aadA* in the middle. The assembled product was used as a template for PCR amplification. The purified PCR product was directly electroporated into the *Z. mobilis.* Transformants appearing on RMG plates with the supplementation of spectinomycin were screened using colony PCR. Colonies with correct PCR product sizes were selected as deletion candidates after sequencing confirmation using the Sanger sequencing service from GenScript (Piscataway, NJ, USA).

## Additional files

Additional file 1: Table S1. Information for array data used for acetate stress response transcriptomic profiling. F: fermentor number. Additional file 2: Figure S1. The quality control analyses of microarray data by JMP Genomics. **Figure S2.** Example of the recombinant gene expression for *Z. mobilis* in RMG at exponential phase for each probe with two biological replicates listed together for each gene. **Figure S3.** Transcriptomic profiles of *Z. mobilis* gDNA and plasmid genes in single sugar of RMG8 or RMX8 with and without the supplementation of exogenous ammonium acetate based on tiling array data. **Figure S4.** Correlations between qRT-PCR and microarray. **Figure S5.** The ANOVA modeling of acetate shock response microarray data using JMP Genomics. **Figure S6.** Interactions among acetate upregulated genes and downregulated genes for *Z. mobilis* 8b grown in mixed sugar of RMG4X4 with at least twofold significant increase (data from Table S2-7) using the STRING precomputed protein-interaction database. **Figure S7.** Bioscreen C result of wild-type 8b and ZMO0128 knockout mutant 8b-KO0128 grown in RMG8 with the supplementation of ammonium acetate (15 g/L). **Figure S8.** Relationship among TonB-dependent receptors in *Z. mobilis*. Additional file 3: Table S2. Lists of significantly differentially expressed genes for single sugar experiment (S2A including 5 Excel sheets from S2-1 to S2-5) and for mixed sugar array study (S2B including 13 Excel sheets from S2-6 to S2-18). Additional file 4: Table S3. HPLC data of glucose, xylose, xylitol, glycerol, acetic acid, and ethanol (g/L) when 8b grown in RMG8, RMX8, and RMG4X4 media with and without the supplementation of NH_4_OAc at different time points.

## Abbreviations

CDS: gene coding region
ED: Entner-Doudoroff pathway
HPLC: high-performance liquid chromatography
IC50: chemical concentration inhibiting 50% cell growth
MFS: major facilitator superfamily transporter
PMF: proton motive force
TU: transcription unit

# Supplementary material for: Insights into acetate toxicity in Zymomonas mobilis 8b using different substrates
**Source:** Biotechnol Biofuels. 2014 Sep 30;7:140. doi: 10.1186/s13068-014-0140-8
**Supplement:** Additional file 1: Table S1. — Information for array data used for acetate stress response transcriptomic profiling. F: fermentor number.

**Table S1. The information of array data used for acetate stress response transcriptomic profiling. F:** fermentor number.

| **Sample Description** | **Sugar** | **Treatment** | **Phase** | **F** |
| --- | --- | --- | --- | --- |
| HT09_F1_log_2 | Glucose and xylose | None | log | F1 |
| HT09_F2_log_2 | Glucose and xylose | None | log | F2 |
| HT09_F3_log_2 | Glucose and xylose | None | log | F3 |
| HT09_F1_Transition_2 | Glucose and xylose | None | Transition | F1 |
| HT09_F2_Transition_1 | Glucose and xylose | None | Transition | F2 |
| HT09_F3_Transition_1 | Glucose and xylose | None | Transition | F3 |
| HT09_F1_Stationary_2 | Glucose and xylose | None | Stationary | F1 |
| HT09_F2_Stationary_1 | Glucose and xylose | None | Stationary | F2 |
| HT09_F3_Stationary_2 | Glucose and xylose | None | Stationary | F3 |
| HT09_F4_log_1 | Glucose and xylose | 10g/L NH_4_OAc | log | F4 |
| HT09_F5_log_2 | Glucose and xylose | 10g/L NH_4_OAc | log | F5 |
| HT09_F6_log_1 | Glucose and xylose | 10g/L NH_4_OAc | log | F6 |
| HT09_F4_Transition_1 | Glucose and xylose | 10g/L NH_4_OAc | Transition | F4 |
| HT09_F5_Transition_1 | Glucose and xylose | 10g/L NH_4_OAc | Transition | F5 |
| HT09_F6_Transition_2 | Glucose and xylose | 10g/L NH_4_OAc | Transition | F6 |
| HT09_F4_Stationary_2 | Glucose and xylose | 10g/L NH_4_OAc | Stationary | F4 |
| HT09_F5_Stationary_2 | Glucose and xylose | 10g/L NH_4_OAc | Stationary | F5 |
| HT09_F6_Stationary_2 | Glucose and xylose | 10g/L NH_4_OAc | Stationary | F6 |
| HT08_F1_T0_1_2 | Glucose | None | log | F1 |
| HT08_F2_T0_1_2 | Glucose | None | log | F2 |
| HT08_F3_T0_1_2 | Glucose | None | log | F3 |
| HT08_F7_T0_F | Xylose | None | log | F7 |
| HT08_F8_T0_F | Xylose | None | log | F8 |
| HT08_F9_T0_F | Xylose | None | log | F9 |
| Z.Mobilis8b_Glucose | Glucose | None | log | F1 |
| Z.Mobilis8b_Glucose | Glucose | None | log | F2 |
| Z.Mobilis8b_Glucose | Glucose | None | log | F3 |
| Z.Mobilis8b_Glucose_Acetate | Glucose | 10g/L NH_4_OAc | log | F4 |
| Z.Mobilis8b_Glucose_Acetate | Glucose | 10g/L NH_4_OAc | log | F5 |
| Z.Mobilis8b_Glucose_Acetate | Glucose | 10g/L NH_4_OAc | log | F6 |
| Z.Mobilis8b_Xylose | Xylose | None | log | F7 |
| Z.Mobilis8b_Xylose | Xylose | None | log | F8 |
| Z.Mobilis8b_Xylose | Xylose | None | log | F9 |
| Z.Mobilis8b_Xylose_Acetate | Xylose | 3.5g/L NH_4_OAc | log | F10 |
| Z.Mobilis8b_Xylose_Acetate | Xylose | 3.5g/L NH_4_OAc | log | F11 |
| Z.Mobilis8b_Xylose_Acetate | Xylose | 3.5g/L NH_4_OAc | log | F12 |

# Supplementary material for: Insights into acetate toxicity in Zymomonas mobilis 8b using different substrates
**Source:** Biotechnol Biofuels. 2014 Sep 30;7:140. doi: 10.1186/s13068-014-0140-8
**Supplement:** Additional file 2: Figure S1. — The quality control analyses of microarray data by JMP Genomics. Figure S2. Example of the recombinant gene expression for Z. mobilis in RMG at exponential phase for each probe with two biological replicates listed together for each gene. Figure S3. Transcriptomic profiles of Z. mobilis gDNA and plasmid genes in single sugar of RMG8 or RMX8 with and without the supplementation of exogenous ammonium acetate based on tiling array data. Figure S4. Correlations between qRT-PCR and microarray. Figure S5. The ANOVA modeling of acetate shock response microarray data using JMP Genomics. Figure S6. Interactions among acetate upregulated genes and downregulated genes for Z. mobilis 8b grown in mixed sugar of RMG4X4 with at least twofold significant increase (data from Table S2-7) using the STRING precomputed protein-interaction database. Figure S7. Bioscreen C result of wild-type 8b and ZMO0128 knockout mutant 8b-KO0128 grown in RMG8 with the supplementation of ammonium acetate (15 g/L). Figure S8. Relationship among TonB-dependent receptors in Z. mobilis.

**A**

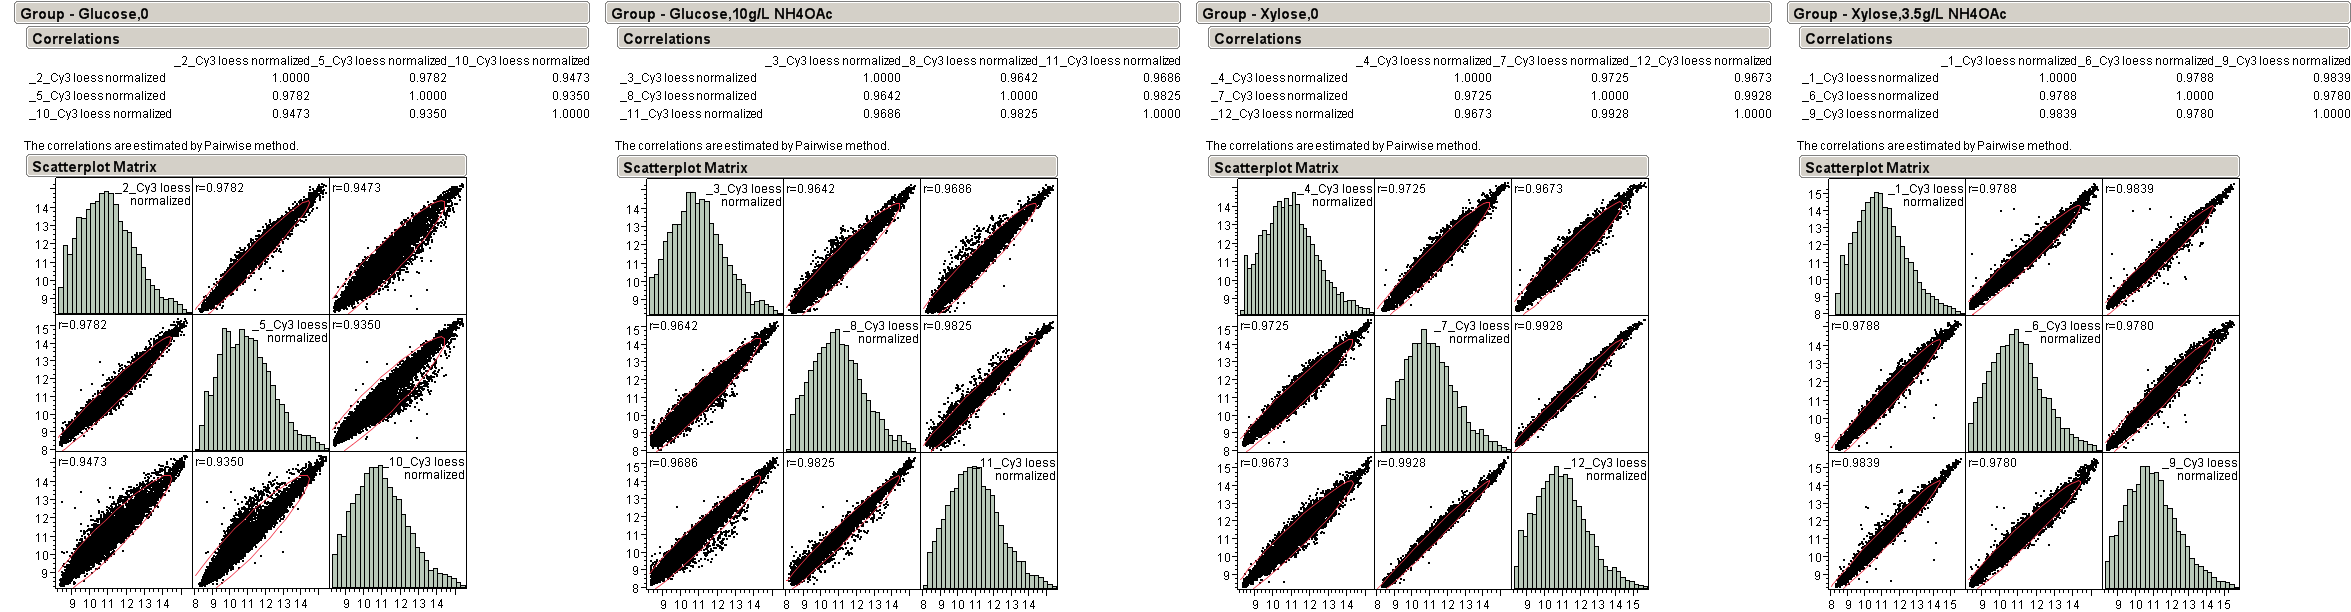

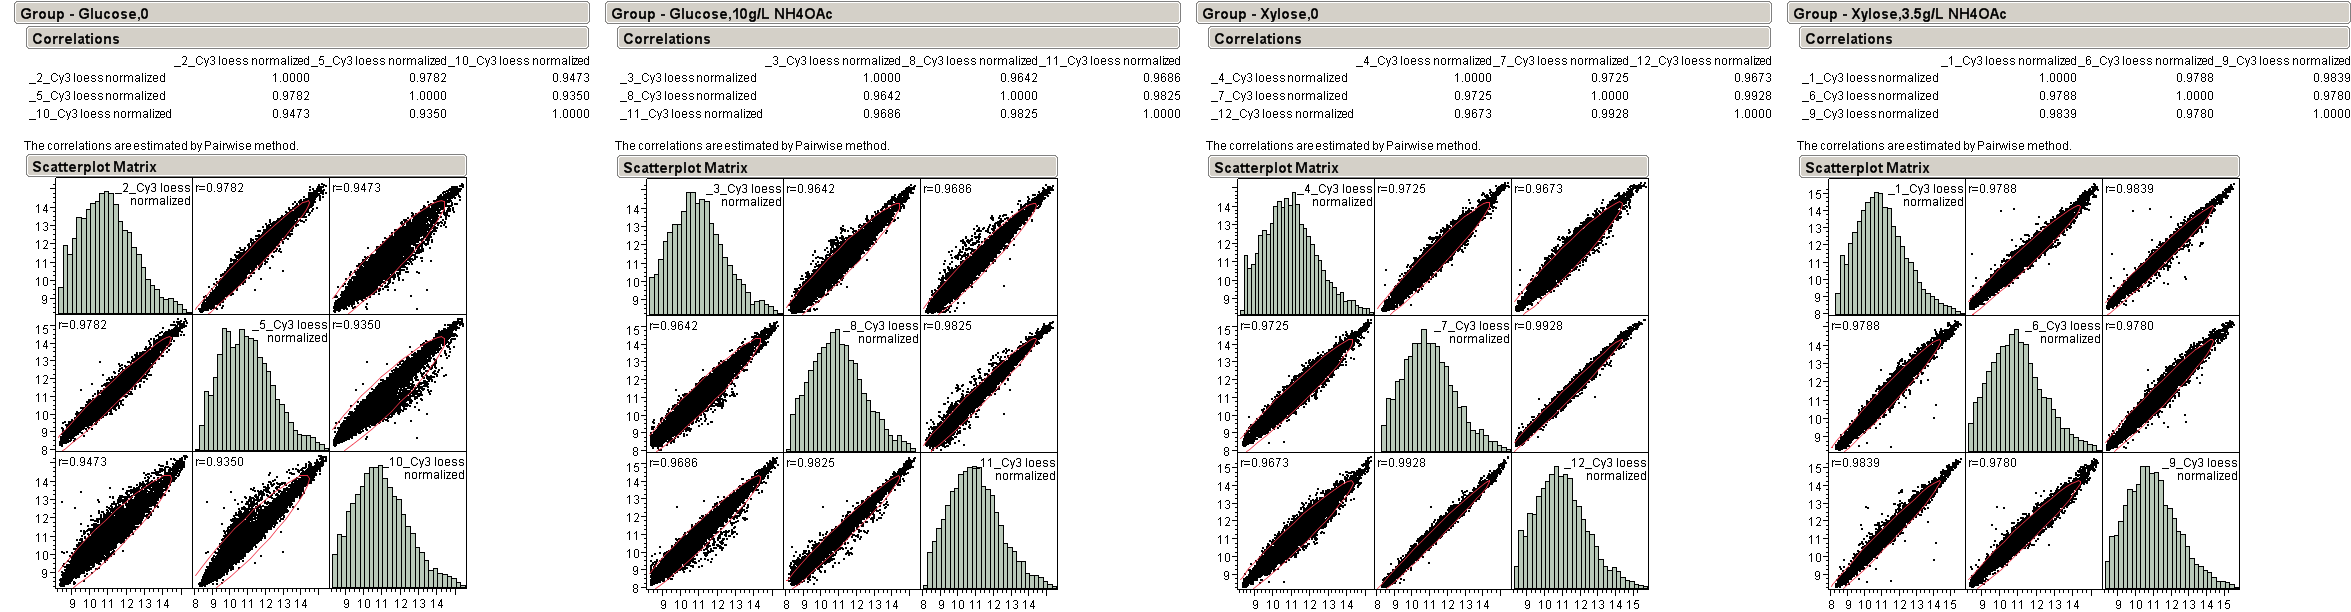

**Glucose Glucose with 10 g/L acetate**

**Xylose Xylose with 3.5 g/L acetate**

**B
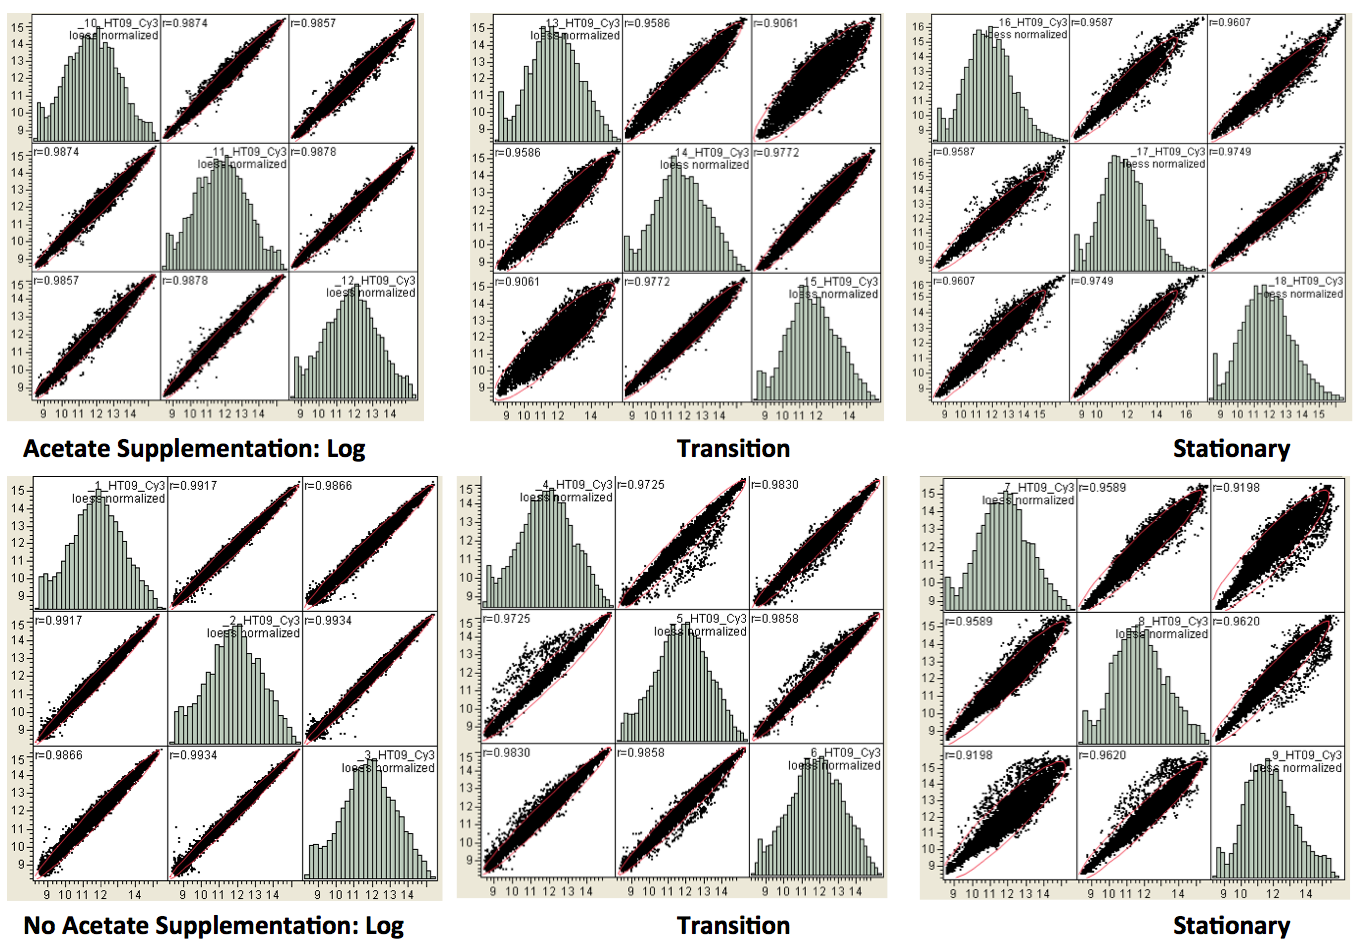
**

**C**
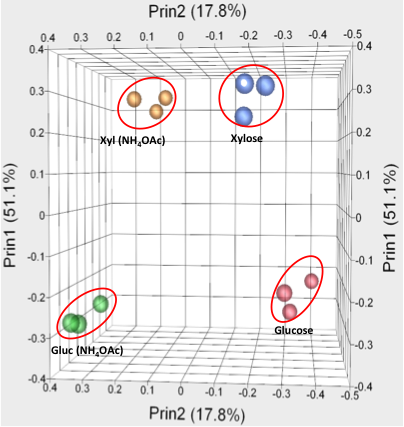
 **D** **
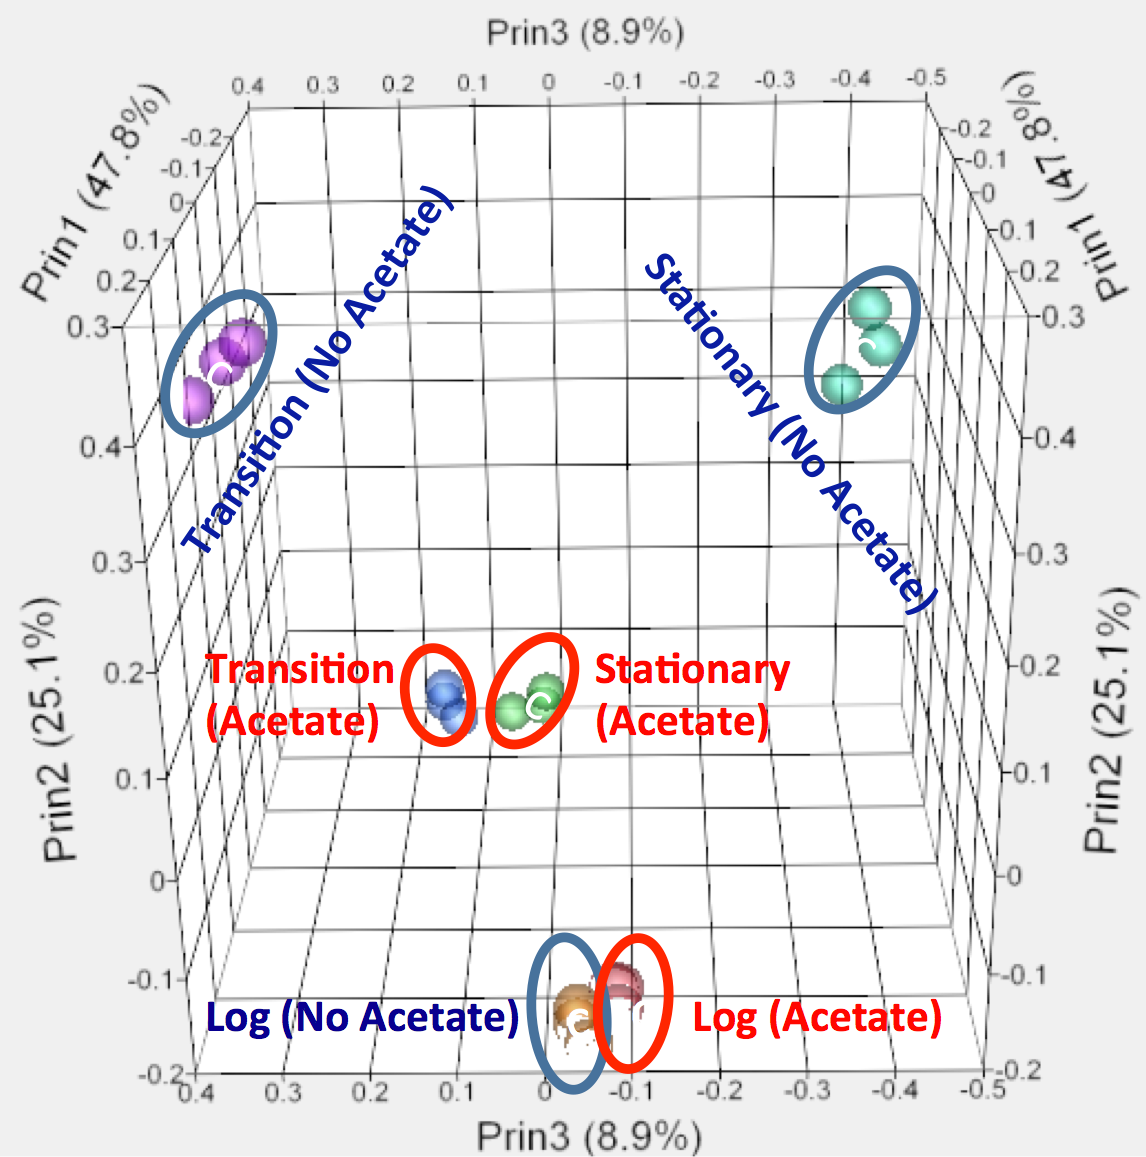
**

**Fig. S1. The quality control analyses of microarray data by JMP Genomics.** Scatterplots showing correlations among biological replicates in the presence and absence of acetate for *Z. mobilis* at exponential phase grown in single sugar media of RMG8 and RMX8 (**A)**, as well as in mixed sugar of RMG4X4 at exponential, transition, and stationary phases (**B)**. The correlation coefficients for microarray data from biological replicates were good, with r > 0.9 for each comparison. In addition, the corresponding principal components analysis results for all samples grown in single sugar of RMG8 and RMX8 (**C)**, as well as in mixed sugar of RMG4X4 at exponential, transition, and stationary phases (**D)** also indicated data had good quality with biological samples from same condition grouped together closely.

**
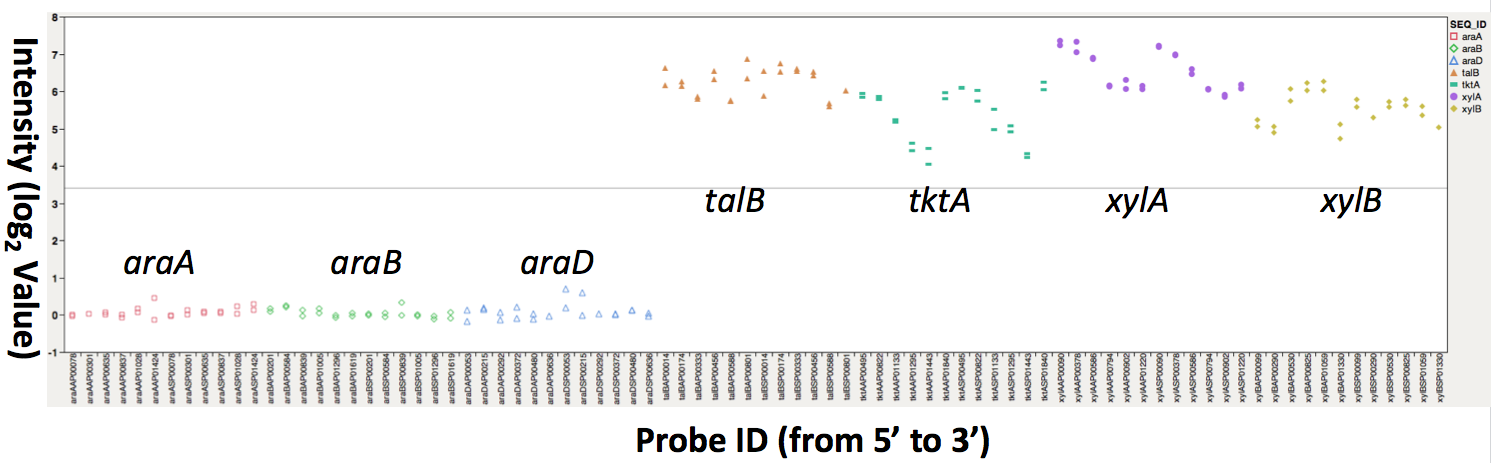
**

**Fig. S2. Example of the recombinant gene expression for *Z. mobilis* in RMG at exponential phase for each probe with two biological replicates list together for each gene.**

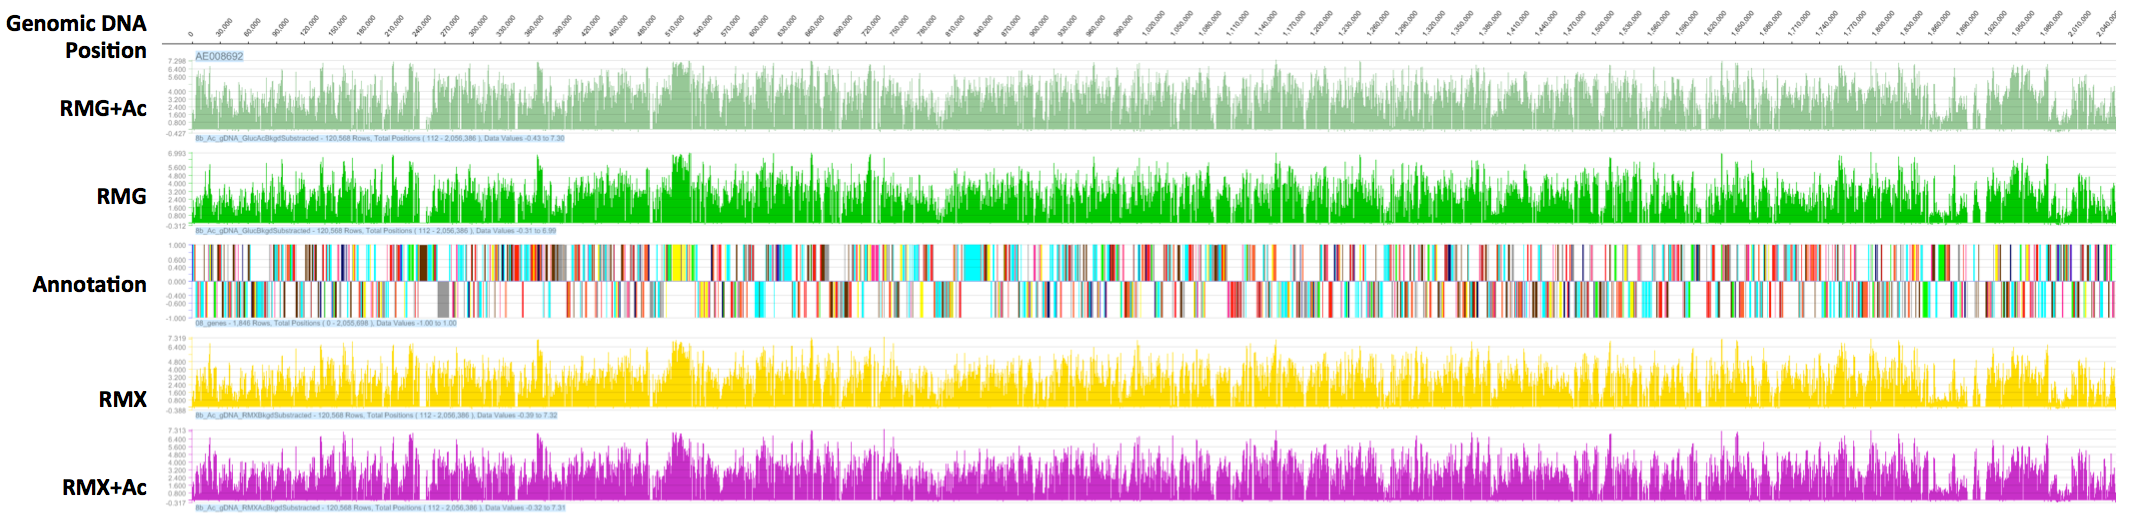

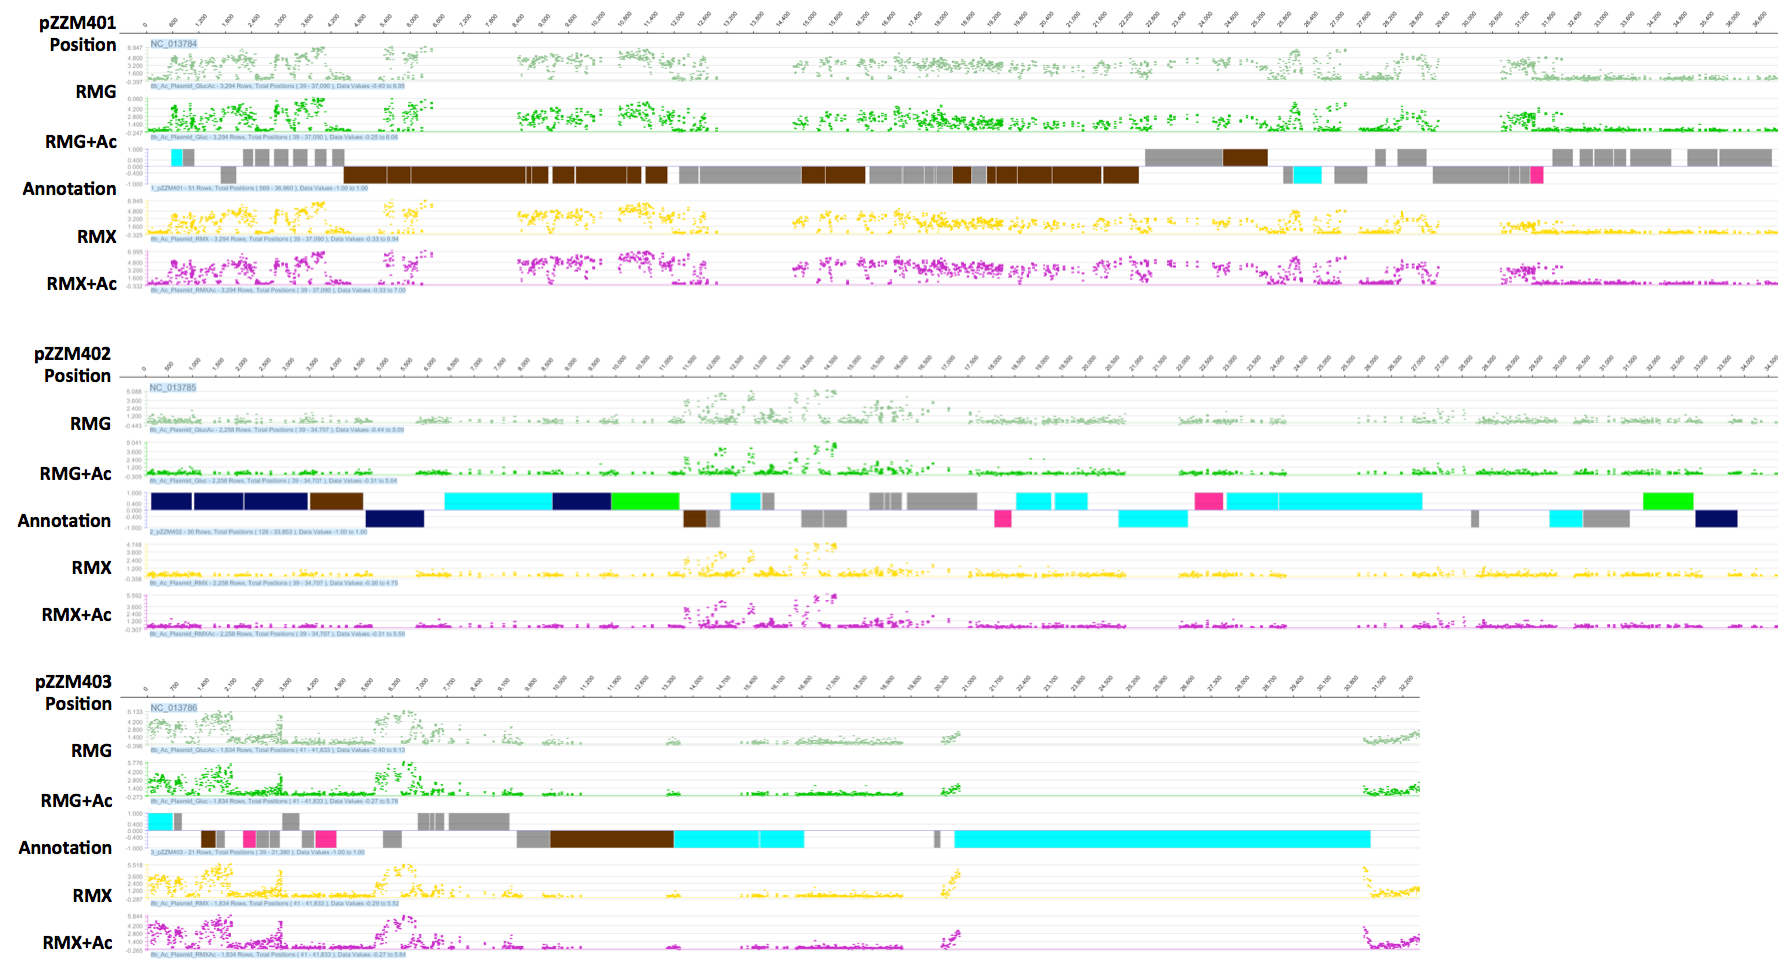

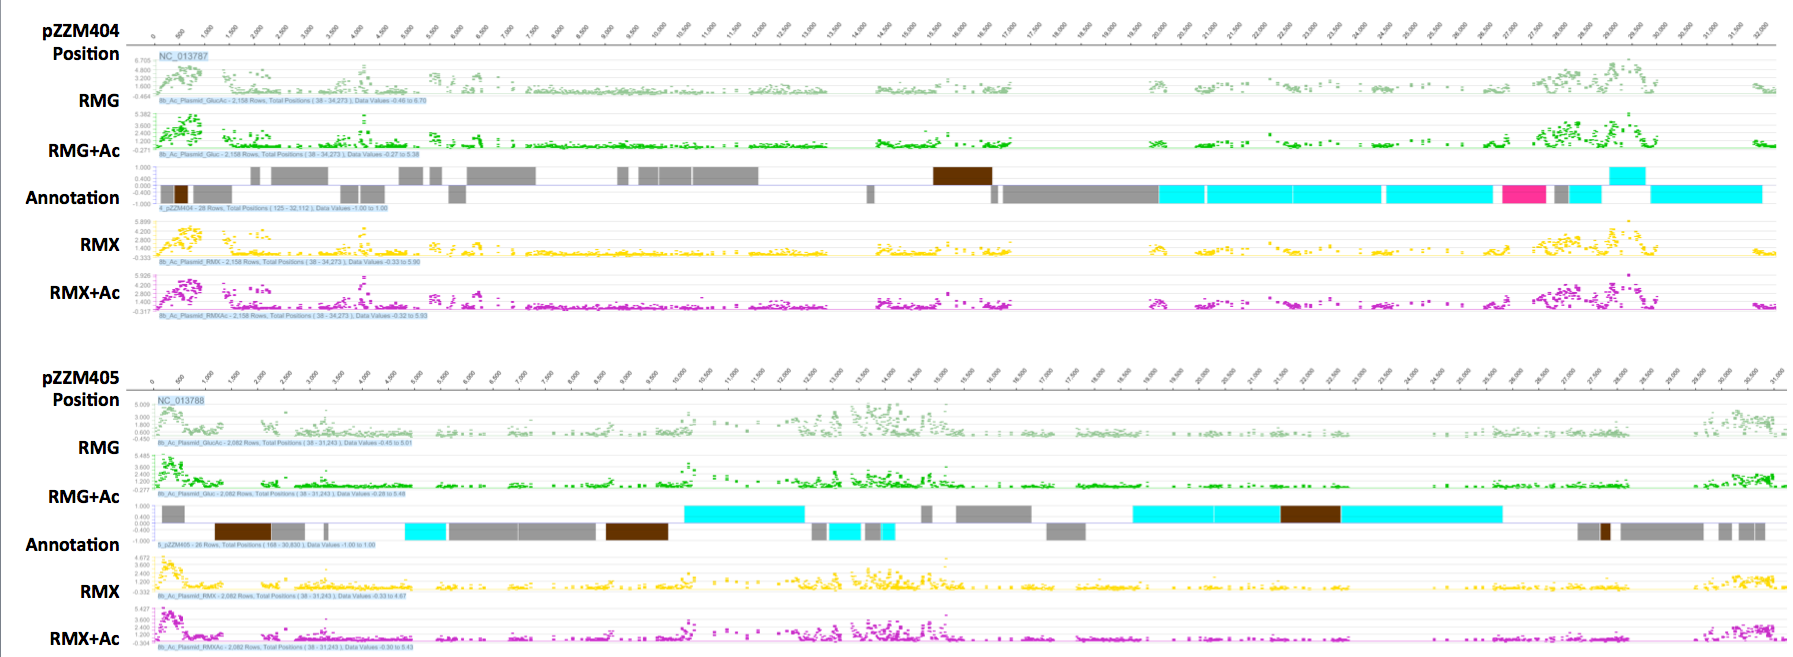

**Fig. S3. Transcriptomic profiles of *Z. mobilis* gDNA and plasmid genes in single sugar of RMG8 or RMX8 with and without the supplementation of exogenous ammonium acetate based on tiling array data.**

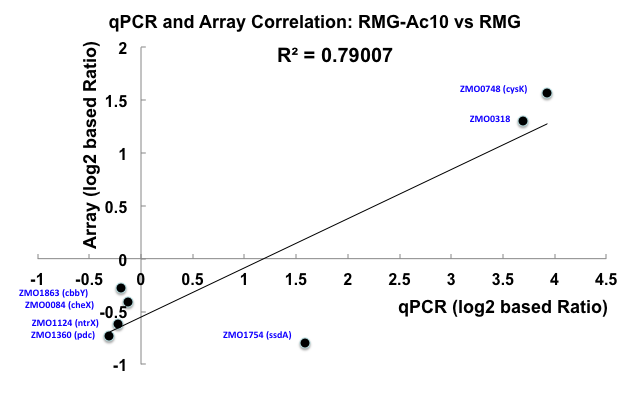
**A**
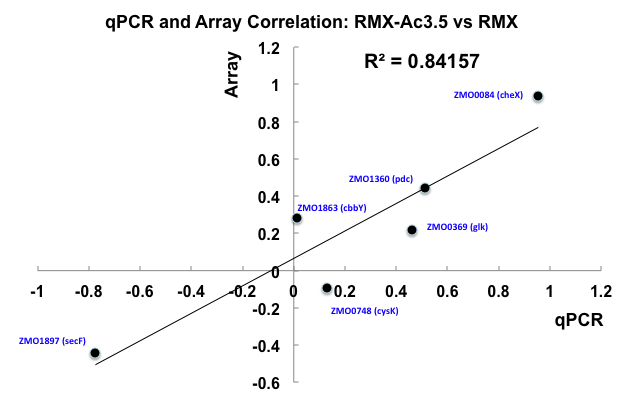
**B**

**
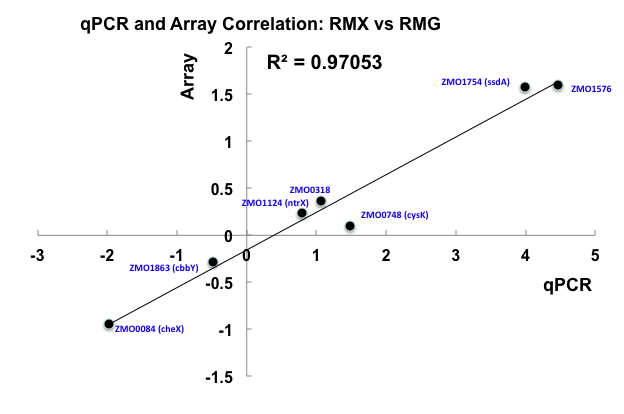
C
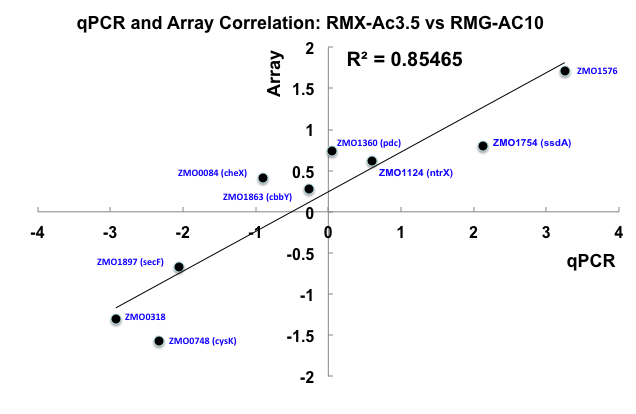
D**

**Fig. S4. The high correlations between qRT-PCR and microarray results indicate good array data. A:** Correlation between qRT-PCR and array data for differentially expressed genes in RMG8 with or without the supplementation of acetate; **B:** Correlation between qRT-PCR and array data for differentially expressed genes in RMX8 with or without the supplementation of acetate; **C:** Correlation between qRT-PCR and array data for differentially expressed genes in RMG8 or RMX8 without the supplementation of acetate; **D:** Correlation between qRT-PCR and array data for differentially expressed genes in RMG8 or RMX8 with the supplementation of acetate.

**A
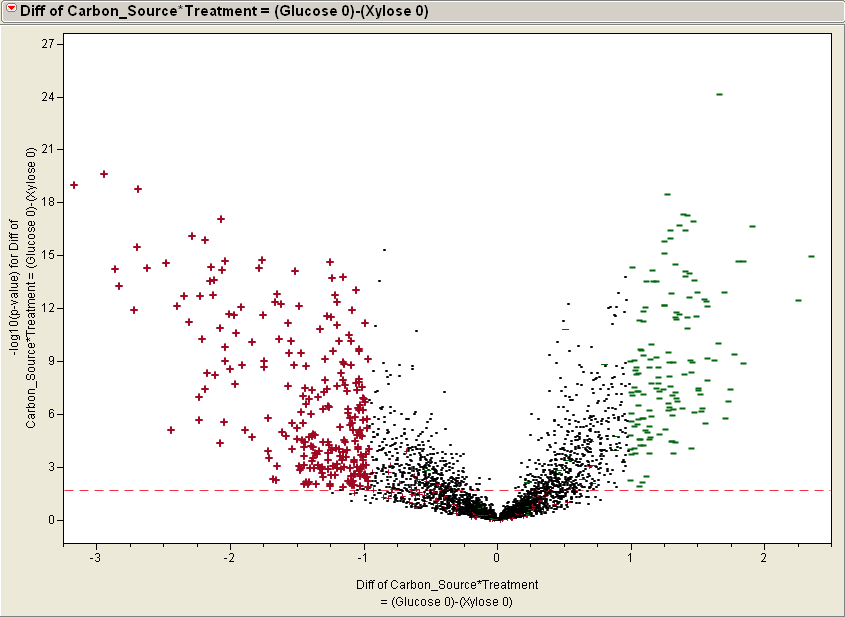
B
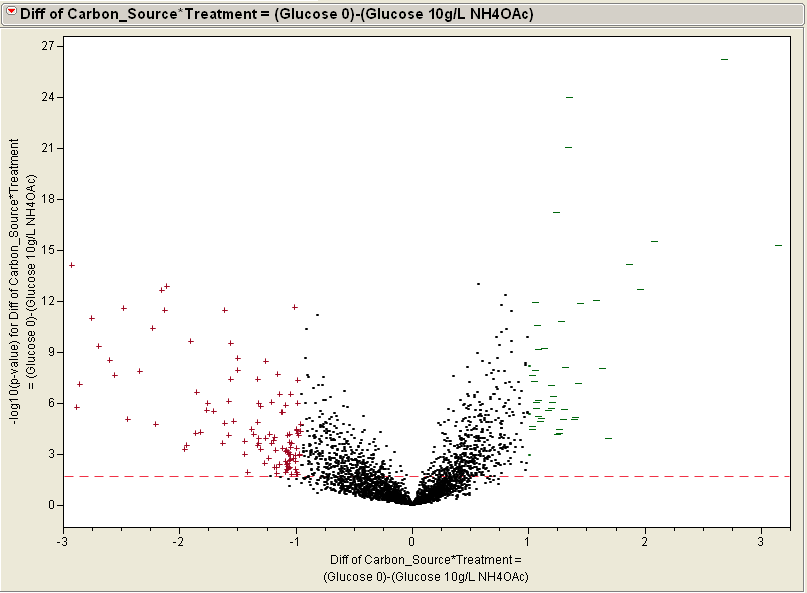
**

**C
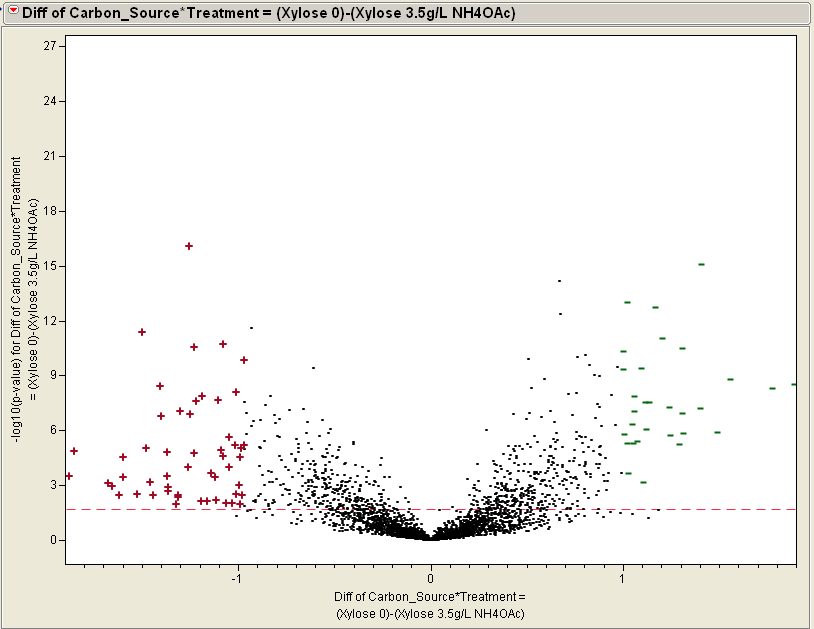
D
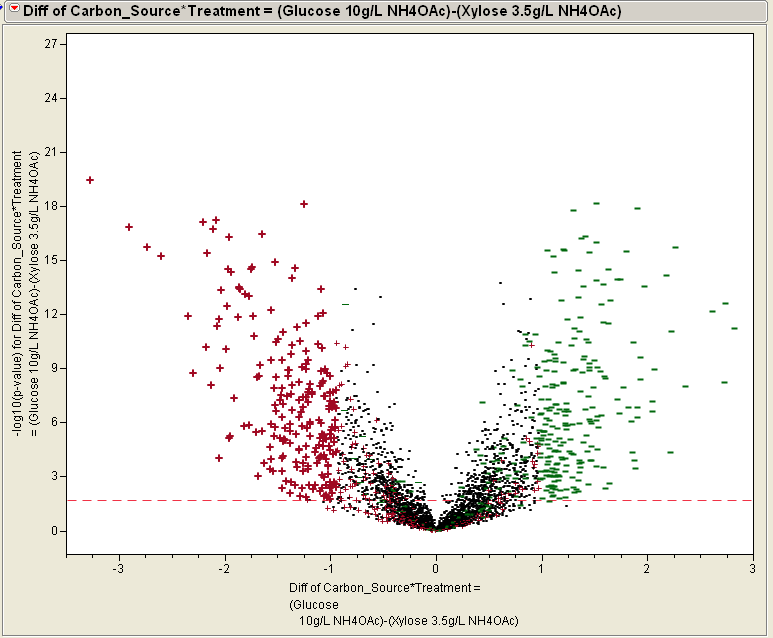
**

**E**
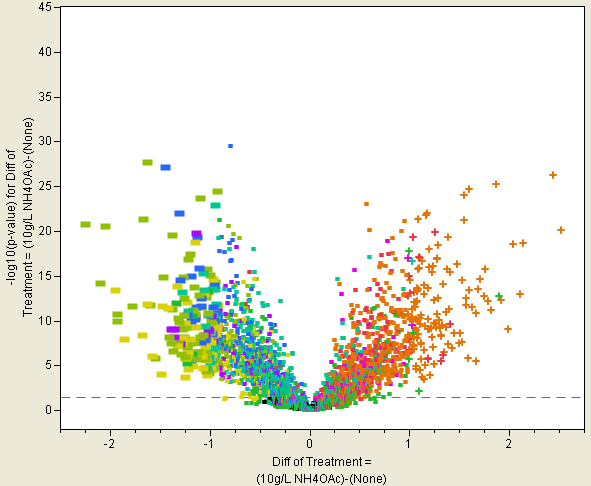
**F
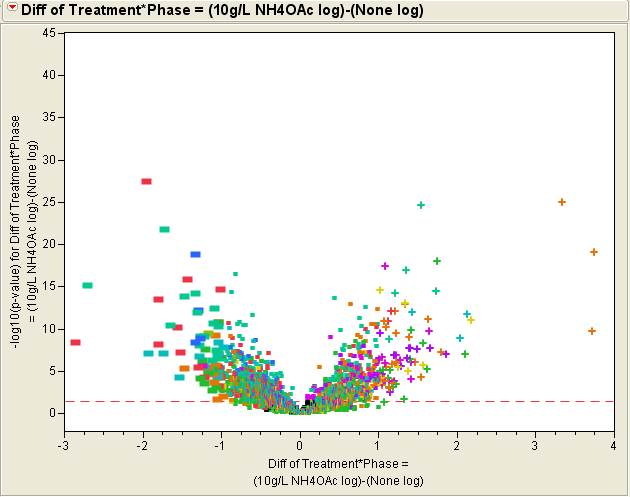
**

**G
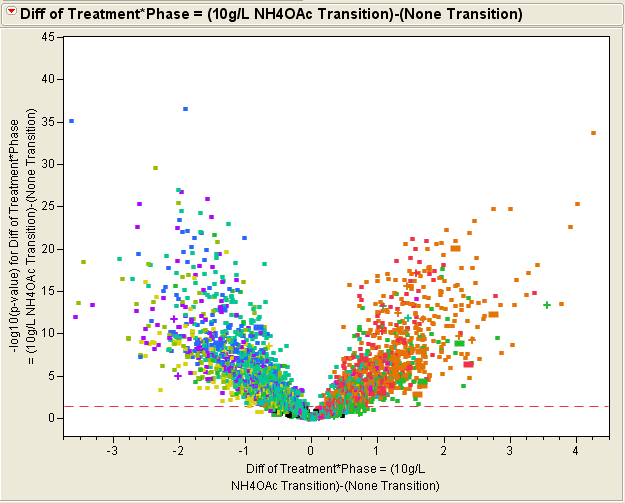
H
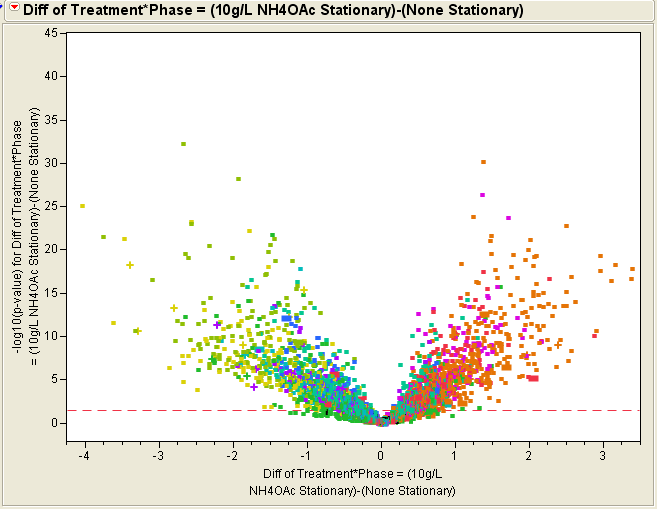
**

**I
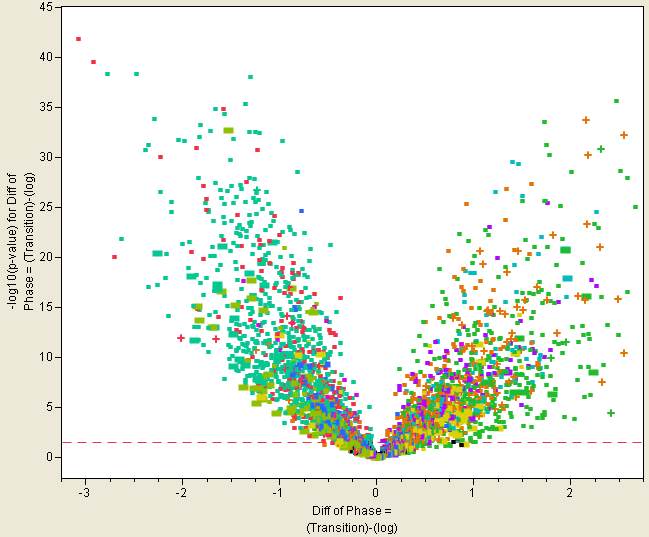
J
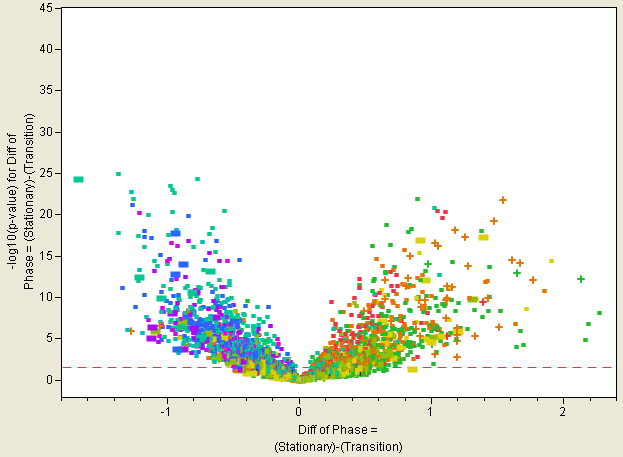
**

**K
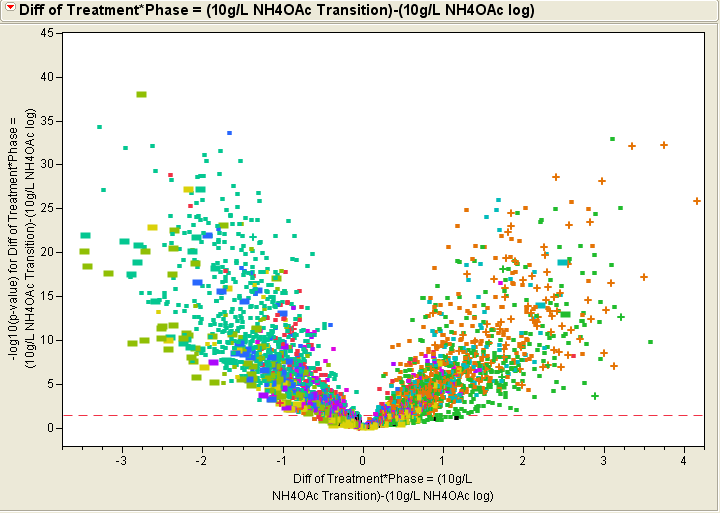
L
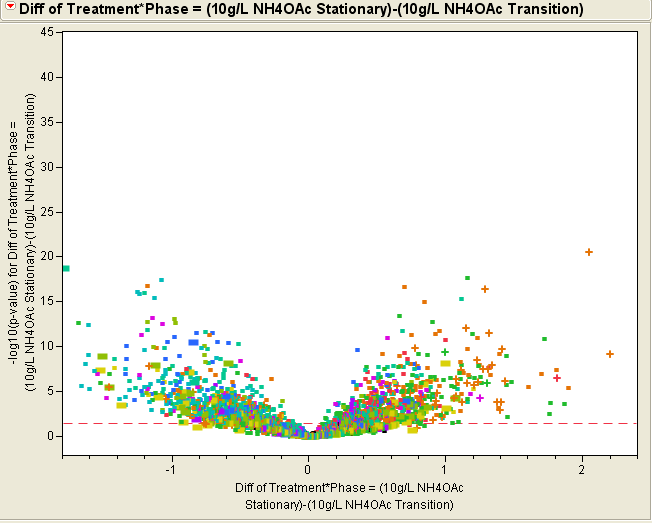
**

**M
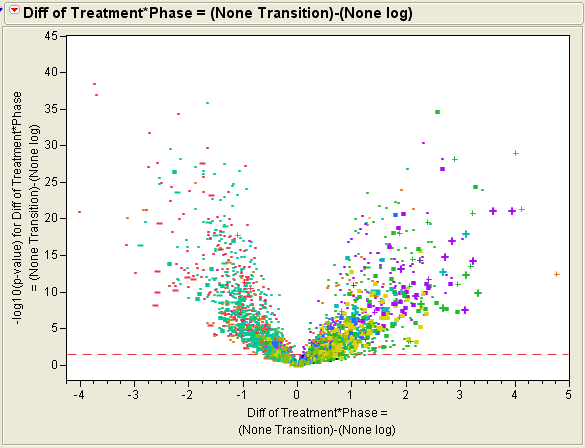
N
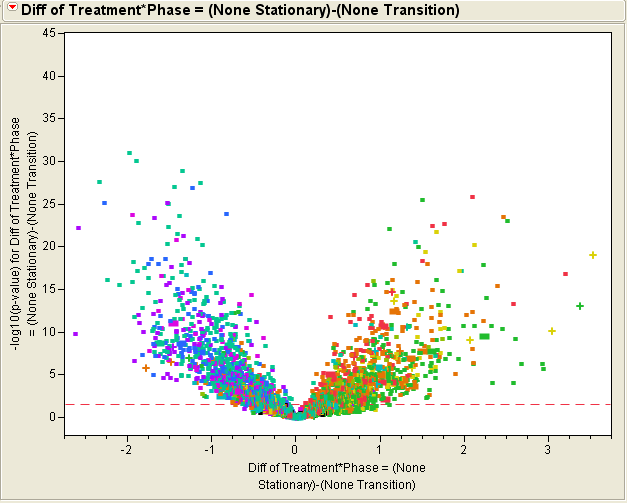
**

**Fig. S5. The ANOVA modeling of acetate shock response microarray data using JMP Genomics** for sugar effect of glucose versus xylose without acetate presence (**A**); Acetate effect in RMG8 (**B**); Acetate effect in RMX8 (**C**); **D:** Sugar effect of Glucose versus Xylose with acetate presence (**D**); Acetate effect in mixed sugar RMG4X4 (**E**), and acetate effect in mixed sugar RMG4X4 in the log phase (**F**), transition phase (**G**), and stationary phase (**H**); as well as time course study of *Z. mobilis* using mixed sugar of RMG4X4 from log phase to transition phase (**I**) and from transition phase to stationary phase (**J**); time course study of *Z. mobilis* using mixed sugar of RMG4X4 with the supplementation of exogenous acetate (10 g/L) from log phase to transition phase (**K**) and from transition phase to stationary phase (**L**); time course study of *Z. mobilis* using mixed sugar of RMG4X4 without the supplementation of exogenous acetate from log phase to transition phase (**M**) and from transition phase to stationary phase (**N**). Each dot represents a genetic feature (either a gene or a intergenic region). Dots above the red dash line are statistically significant features between control and treatment condition. X-axis indicates the log_2_-based ratio between control and treatment condition. Y-axis indicates the statistical significance p-value of –log_10_(P-value).

**A** **
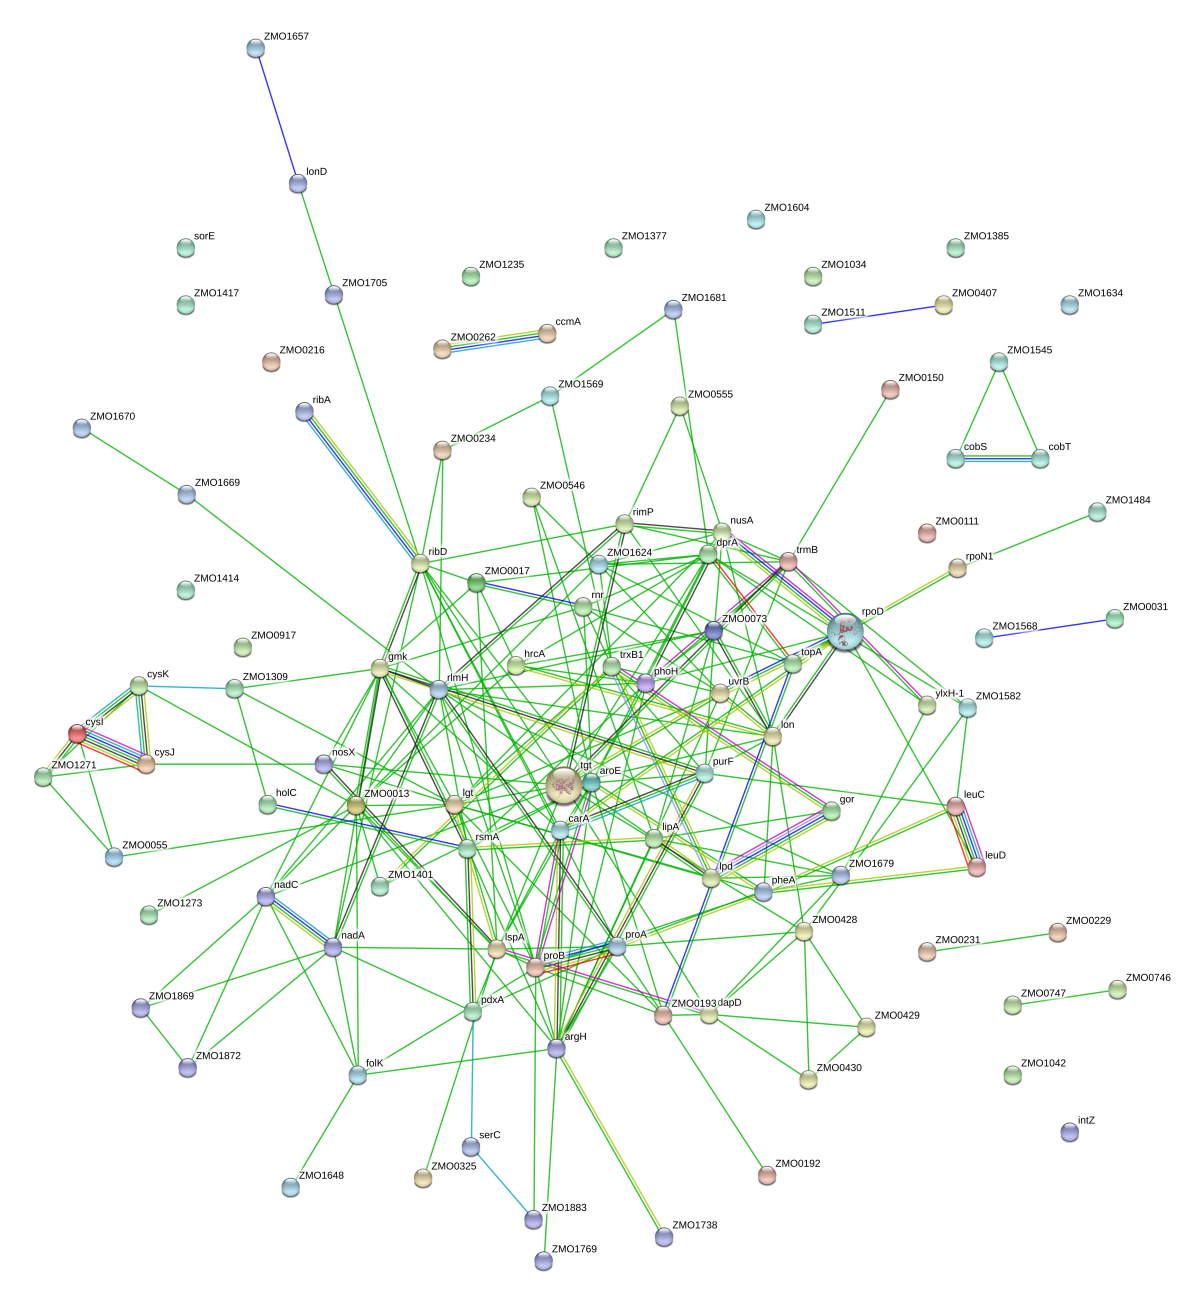
**

**B
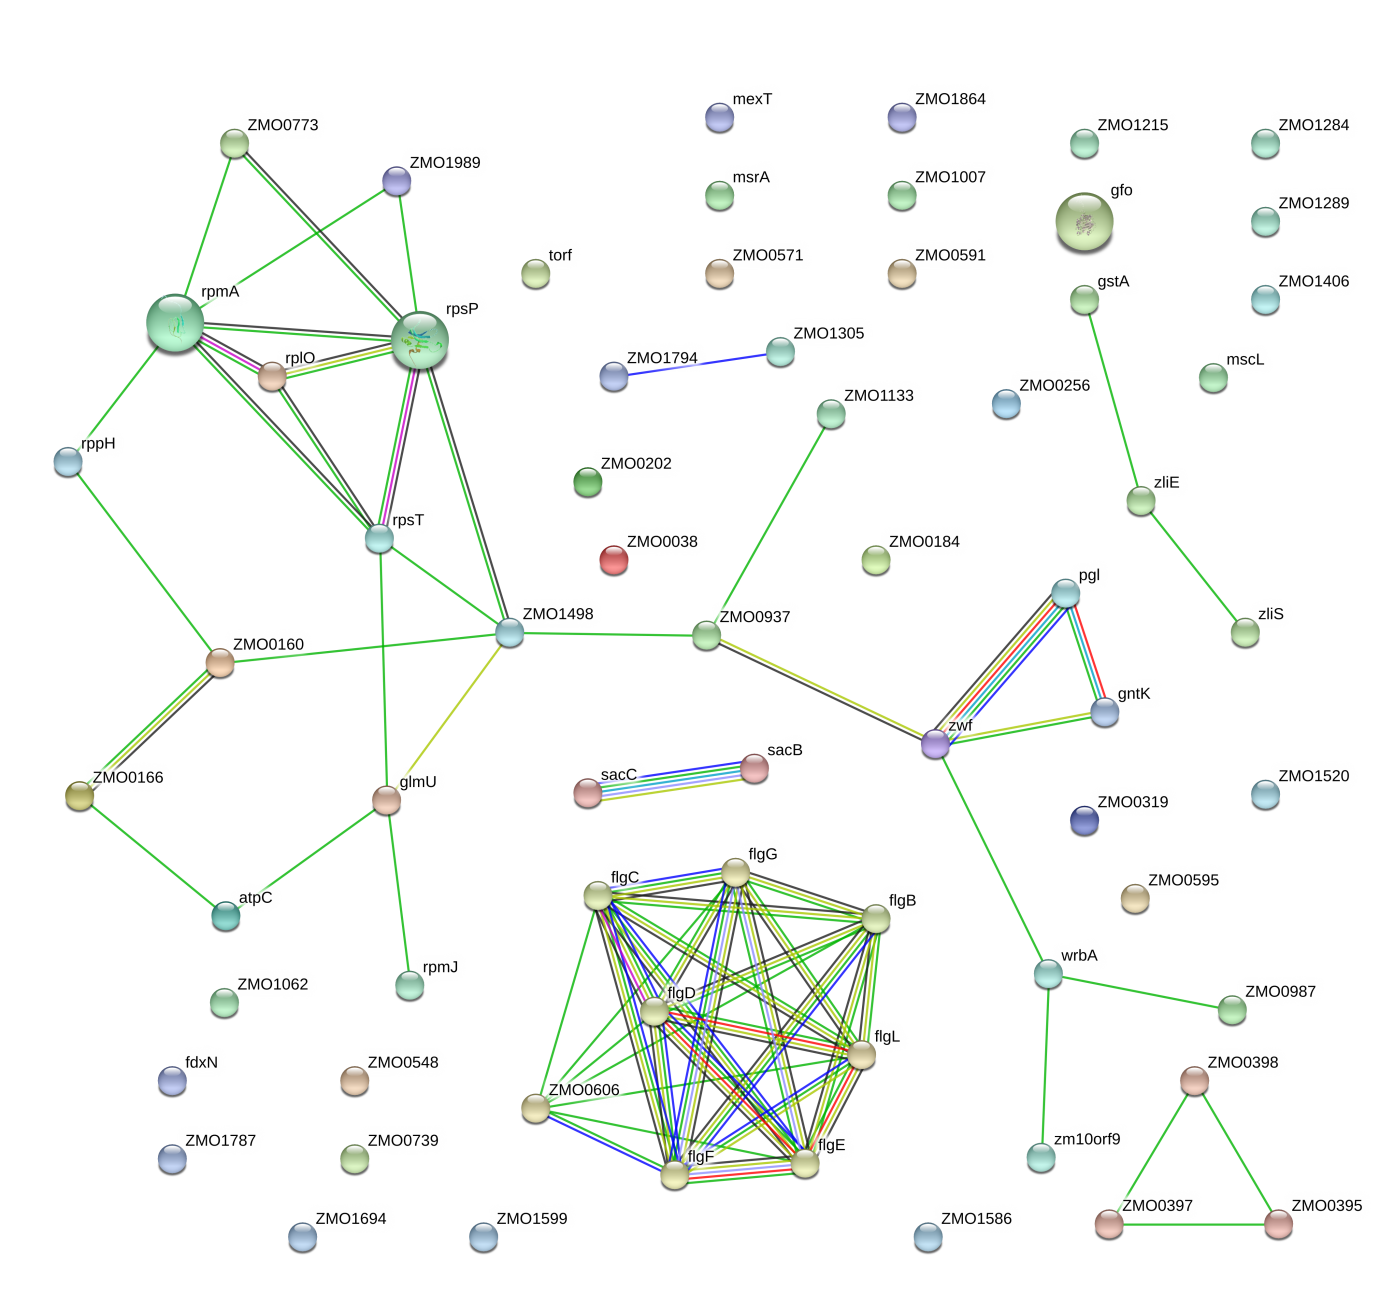
**

**Fig. S6.** Interactions among acetate upregulated genes (**A)** and downregulated genes (**B)** for *Z. mobilis* 8b grown in mixed sugar of RMG4X4 with at least 2-fold significant increase (data from **Table S2-7**) using Strings pre-computed protein-interaction database. Greater numbers of lines are associated with increased connections and greater confident for associations. The network nodes are proteins. The edges represent the predicted functional associations. An edge may be drawn with up to 7 differently colored lines - these lines represent the existence of the seven types of evidence used in predicting the associations. A red line indicates the presence of fusion evidence; a green line - neighborhood evidence; a blue line - coocurrence evidence; a purple line - experimental evidence; a yellow line - textmining evidence; a light blue line - database evidence; a black line - coexpression evidence.

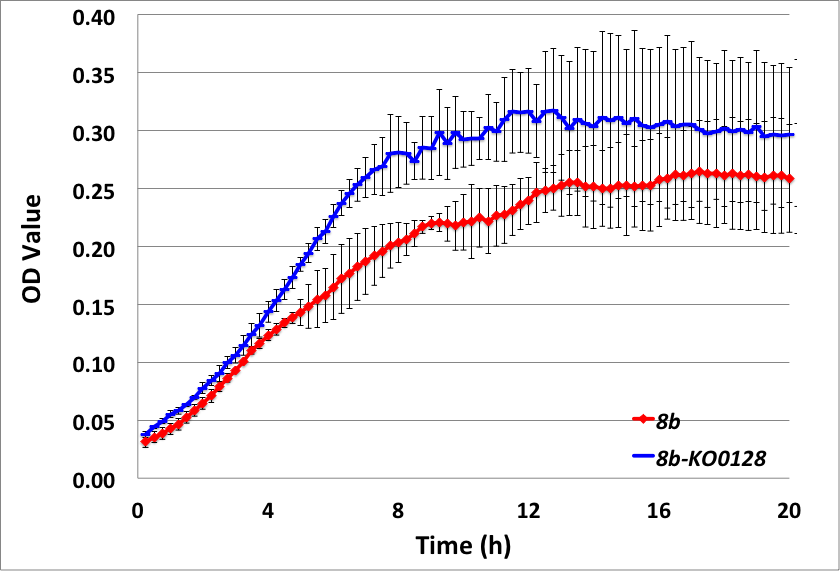

**Fig. S7.** Bioscreen C result of wild-type 8b and ZMO0128 knockout mutant 8b-KO0128 grown in RMG8 with the supplementation of ammonium acetate (15 g/L). At least two independent experiments were carried out with triplicate each time. The paired T-test score between 8b and 8b-KO0128 is 5.3E-82 (*p*≈0) indicating that the difference between 8b and 8b-KO0128 is statistically significant.

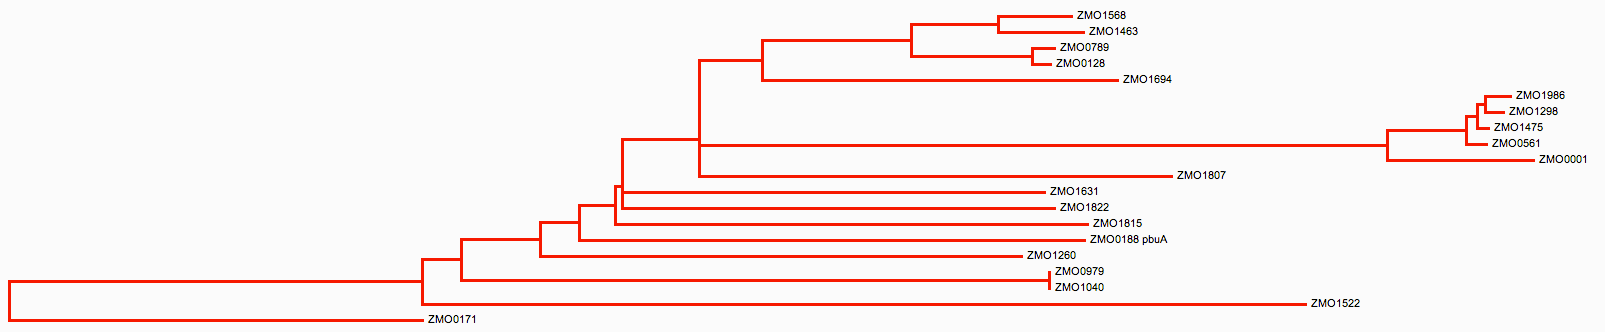

**Fig. S8.** Relationship among TonB-dependent receptors in *Z. mobilis*. Protein sequences were retrieved from *Z. mobilis* ZM4 genome sequence and then aligned using ClustalW program.

# Supplementary material for: Insights into acetate toxicity in Zymomonas mobilis 8b using different substrates
**Source:** Biotechnol Biofuels. 2014 Sep 30;7:140. doi: 10.1186/s13068-014-0140-8
**Supplement:** Additional file 4: Table S3. — HPLC data of glucose, xylose, xylitol, glycerol, acetic acid, and ethanol (g/L) when 8b grown in RMG8, RMX8, and RMG4X4 media with and without the supplementation of NH4OAc at different time points.

**Table S3.** HPLC data of glucose, xylose, xylitol, glycerol, acetic acid and ethanol (g/L) when 8b grown in RMG8, RMX8, and RMG4X4 media with and without the supplementation of NH_4_OAc at different time points.

How the deposited data were processed for this re-analysis (not part of the article)

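Each of the 30 samples is RNA of *Zymomonas mobilis* 8b from 1 fermentor, read on 1 array of a 12-array slide. The 12 single-sugar samples are log-phase cultures with 8% glucose (RMG) or 8% xylose (RMX), without acetate or with 10 g/L (RMG) or 3.5 g/L (RMX) ammonium acetate, 3 cultures each, on slide 1. The 18 mixed-sugar samples are 3 cultures without and 3 with 10 g/L ammonium acetate in 4% glucose and 4% xylose (RMGX), each sampled in log, transition and stationary phase. All mixed-sugar samples without acetate and the log-phase ones with acetate are on slide 2, and the other 6 with acetate on slide 3. The samples that the paper describes beyond these 30 are not analysed here.

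The authors made double-stranded cDNA from total RNA, labelled it with Cy3 and scanned the arrays, so a probe does not tell which strand was transcribed. The deposited intensity values in the sample files are means over the probes of a probe set after an outlier filter of the extraction software, without background subtraction or scaling between arrays, and 98.5% to 99.4% of probes were kept per array. The deposited table of log2 values was made by the authors' pipeline without scaling: it equals the binary logarithm of those intensities to within 5.0e-08, and its medians per array run from 9.73 to 13.07. The authors' own tests used log2 values scaled by loess in JMP Genomics, and those scaled values are not among the files analysed here. The 8301 random control probes of each array give its background, reported as a mean and coefficient of variation, from which the 95th percentile was taken under a normal distribution.

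The intensities were log2-transformed, scaled by cyclic loess over all arrays of an experiment (limma 3.58.1, method fast) and averaged over the probe sets of each feature in R 4.3.3. No background was subtracted and no feature was left out. All 3302 features were tested in 1 limma fit per experiment (lmFit and eBayes), with 8 residual and 3.74 prior degrees of freedom for single sugars and 12 and 4.16 for mixed sugar. A feature is called when its Benjamini-Hochberg adjusted p over all features of a comparison is below 0.05 and its change is at least 2-fold. Adjusted p values in the text come from limma unless another test is named, ± values beside log2 changes are standard errors of the fit, and n counts arrays. Up and down, higher and lower refer to called features unless said otherwise. The 12 comparisons are acetate against none in RMG, in RMX and in RMGX in each phase, RMX against RMG without and with acetate, the difference of the acetate effects in RMX and RMG, and successive phases without and with acetate. The same fermentors were sampled in the 3 phases, but arrays of one fermentor were hardly more alike than others, with a median correlation of deviations from the group mean of 0.0879 without and −0.0196 with acetate, so fermentor was not a term and was tried as an alternative.

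On simulated data with 50 features changed by log2 1, 1.5 and 2, the RMG acetate comparison called 26, 50 and 50 of them and the RMGX log-phase comparison 23, 49 and 50, with 2 and 3 unchanged features called. A change at the 2-fold threshold is thus called in about every other case.

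The genes named are every gene the paper names in its text, Fig. 3 or Fig. S4, and the chromosomal genes with the largest rises and falls among those called with no overlap between the arrays of both groups (10 each way for 5 log-phase comparisons, 5 each way for the others). Added to these are up to 4 called members per gene list and comparison, the recombinant genes and the 2 largest rises and falls of plasmid genes. Other genes named were chosen after their values were seen: members of overlaps counted in full, and genes that show a limit. Not every gene the rule gives is named: results whose direction turned under an alternative were left out, as counted in the closing section. Many values stand in the paper's tables and were known from there.

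The 21 gene lists were drawn up before the data were examined, from the paper's text and textbook functions and, for the phage list, from the paper's tables. This naming rule, the tests of the 12 comparisons and all alternatives except one date from then too. That alternative and the tests of explanations chosen later are named in the closing section, and leaving out results that turned was decided after a first count of them. Members are given by ID or by words in the product names of the array files. The lists, with members measured, are sulfate assimilation and cysteine (14), ribosomal proteins (52), flagellar (26), chemotaxis (8), chaperones and ATP-dependent proteases (20), TonB-dependent receptors (22), glucose uptake, Entner-Doudoroff pathway and ethanol formation (14), aldehyde, aldose and polyol reductases and dehydrogenases (7), pyruvate and TCA branch (14), oxidative stress and thiol redox (17), iron-sulfur cluster assembly (8), ATP synthase (6), respiratory chain (19), purine synthesis (15), sterol-like hopanoid synthesis (14), multidrug efflux (18), transcription regulators (51), sigma factors (3), phosphate acquisition (7), cell division and envelope (13) and plasmid phage genes (26). Each list was counted with adjustment over all features and over the list alone, and tested by limma's camera against the other chromosomal genes (for the phage list, against all other genes) with its preset correlation of 0.01 and with an estimated correlation.

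The alternatives were quantile normalization, normexp background correction with an offset of 50 followed by quantile normalization, median centring and the deposited table as input. Others were the median over probe sets, leaving out features above background on no array of the groups compared, no fold threshold and probe sets as observations. The rest were a fit of the 2 groups compared alone, each array left out in turn, fermentor as a fixed or random replicate block, and the arrays of 1 slide alone. Left out of the text were the slope of signal along the probes of a gene, which the probe-set means do not give, and the qRT-PCR, growth and fermentation data.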

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

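Of the tests below, the comparison of single RMX acetate and RMX arrays was chosen after the result was seen.

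The acetate effect differed between the 2 sugar media for 184 of 3302 features by the test of the difference itself, 69 higher in RMX than in RMG and 115 lower (354 without RMG replicate 3). Among them are 9 of the 14 sulfate and cysteine genes, all lower in RMX. That list follows genes the authors picked for rising with acetate in RMG, which this difference subtracts. It is therefore not independent evidence. The groupings tried exchanged acetate and no-acetate labels within each medium, 100 in all with the real one. As many features were called in 2 of them, the real one and the exchange of all labels in 1 medium, which adds the acetate effects of both media in place of their difference and called 388. The highest count among the others was 151, in a grouping that kept the real RMG labels and mixed those of RMX. The share is thus under 0.05. But exchanging labels in both media sets the count against no acetate effect in either, so it cannot decide whether the effects differ. A count of 388 for the sum points to a part of the acetate effect common to both media. The doses were 10 g/L in RMG and 3.5 g/L in RMX, so a difference of dose and a difference of sugar cannot be separated, and neither was tested.

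In RMX with acetate, 21 of the 26 phage genes of plasmid Contig14 were higher than without acetate, with a median log2 change of 1.22, and the paper does not discuss these genes. Phage induction in 1 of the 3 cultures would place 1 array apart, but the lowest list median of an RMX acetate array lay 1.18 log2 units above the highest of an RMX array, and the 3 acetate arrays read 12.73, 12.64 and 12.77. With RMX acetate replicate 10, 11 or 12 left out 15, 13 and 15 genes were called, between the limits set for that explanation and against it, so this second test decides nothing by itself (without RMX replicate 7 or 8, 12 and 10 were called). More copies of the plasmid, or plasmid DNA carried into the label, would raise the other genes of the contig, and these had a median change of 0.0262 in 25 genes, from −0.13 to 0.96. Their median level per array was higher in all 3 RMX acetate arrays (9.49, 9.53 and 9.52) than in RMX (8.97, 9.10 and 9.03). With acetate that median falls at a single gene, ZZM4_0046 (mean 9.52, against 8.98 in RMX), between dim and bright genes. It therefore does not show a rise of the other genes as a set. Per array the median of these other genes lies 0.19 to 0.75 log2 units over the background limit (3.12 to 3.82 for the phage list), where a rise would show weakly. Some of them are bright, and these moved unevenly. ZZM4_0010 and ZZM4_0005 (14.39 and 12.59 in RMX) changed by 0.25 and −0.00, while ZZM4_0038 and ZZM4_0002 (11.59 and 12.00) changed by 0.96 and 0.95. The contig thus did not rise evenly, but a part played by plasmid copies cannot be told apart from phage transcription. In RMG with 10 g/L the list median changed by 0.46, limma called 0 of 26 genes (7 at an unadjusted p below 0.05), and only acetate replicate 4 had a raised list median (12.26 against 11.21 and 10.96). The test of the difference, RMX less RMG, gave a median of 0.73 but called only 3 of 26. In RMGX with 10 g/L the list medians changed by −0.12, 0.04 and −0.42 in log, transition and stationary phase, where limma called 0 of 26 genes higher (1, 3 and 7 changed at an unadjusted p below 0.05) and 1 lower, at stationary phase (reversed without stationary replicate 3 or acetate stationary replicate 4). The list was taken from the paper's tables on these samples, so weaker changes outside RMX may partly follow from that choice. The same holds for the smaller changes of the other genes of the contig. These values therefore cannot decide on a general action of acetate on phage genes. Whether the rise is limited to RMX is left open by the 3 calls.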

How the results depend on the processing

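Of the alternatives, the loess curve fitted on chromosomal genes alone was chosen after the data were seen.

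Among the counts of called features, the overlaps, the replicate correlation, the recombinant genes and the list tests, 183 of 211 values under an alternative stayed within 1.5 times the value reported or within the spread of the replicates, and 28 moved. No named gene and no list total in the passages reversed, but they were chosen with that in view: those that reversed were left out, as were some named genes whose call depended on a single array or scaling. Over all 252 pairs of list and comparison, 182 held a called gene and 10 of these reversed in at least 1 alternative. Over all 1660 pairs of named gene and comparison, 847 were called, 198 of them lost the call in at least 1 alternative and 14 pairs reversed. The text holds 56 and 273 of these pairs, and 21 of its gene pairs lost a call. Of the 377 list members counted there as called, 2 turned, the rise in the glucose list at stationary phase and 1 chaperone rise (1.98, but −0.00 with median centring), and the phage list in RMGX, given above, turned as well. All but 1 of the 14 gene reversals lie in comparisons of stationary phase, for example *xylA* with acetate at stationary phase (1.09, but −0.88 with median centring) and GroEL from transition to stationary phase with acetate (1.26, but −0.09 under quantile normalization). The cause was not tested. For the 277 gene values in the text, 4508 values under an alternative kept direction and side of the threshold, 43 lost the call and 32 gained it. Lists moved by more than 1.5 times in 70 of 918 values, 37 of them without the fold threshold, and counts by class in 116 of 501.

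Without the fold threshold, at adjusted p below 0.05 alone, the counts were 877 (acetate in RMG), 491 (acetate in RMX), 1295 (RMX against RMG), 1418 (the same with acetate), 450 (difference of the acetate effects), 1125, 2223 and 1915 (acetate in RMGX in log, transition and stationary phase), 1925 and 1749 (successive phases without acetate) and 2427 and 1024 (with acetate), and the overlaps were 368 (acetate in 2 or more media) and 387 (acetate and xylose). The cause lies in the alternative, since it only removes a condition. Normexp background correction, which widens changes of dim features, gave 290, 133, 618, 618, 306, 243 and 1356 for acetate in RMG and RMX, both sugar comparisons, the difference of effects and RMGX in log and stationary phase, and 614 from transition to stationary phase with acetate. For this last step quantile normalization gave 355 and median centring 349, and for the step without acetate median centring gave 976. The cause was not tested for these. With an estimated correlation camera passed 0 of 252 list tests, against 66 with the preset one.

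Leaving out 1 array gave 119 to 236 features for acetate in RMG (lowest without RMG replicate 2, highest without RMG replicate 3, which shared 137 of the 150) and 131 to 354 for the difference of effects (without RMG acetate replicate 5 and RMG replicate 3), and the cause was not tested. Ranges for the other log-phase comparisons were 53 to 84 (RMX acetate), 336 to 482 (RMX against RMG), 358 to 474 (with acetate) and 140 to 188 (RMGX). Where a group is left with 2 arrays, the spread comes from all groups of the fit.

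The balance of rises and falls depends on scaling, and the larger side turned in 9 of the 12 comparisons, in 24 values. With rises before falls, the difference of effects went from 69 and 115 to 103 and 98 (median centring), acetate at transition from 487 and 535 to 684 and 458 (median centring), and RMX acetate against RMG acetate from 210 and 200 to 188 and 213 (quantile). From transition to stationary phase, 314 and 241 without acetate became 232 and 238 (quantile), and 92 and 81 with acetate 154 and 201 (quantile), 279 and 335 (normexp) and 154 and 195 (median centring). From log to transition phase, 443 and 353 without acetate became 488 and 509 (normexp), and 633 and 601 with acetate 594 and 602 (quantile). Acetate in RMX and in RMGX at log phase turned only without the fold threshold, 45 and 29 to 231 and 260 and 96 and 65 to 551 and 574. The cause was not tested. The share of rises was 37.5% for the difference of effects but 51.2% with median centring and 27.5% with loess on chromosomal genes, 47.7% against 59.9% (median centring) for acetate at transition, and 56.6% against 79.9% (median centring) from transition to stationary phase without acetate. Relative to the values reported, median centring moved the median change of all chromosomal genes by 0.18 and 0.15 for the successive phases without acetate, 0.14 from log to transition phase with acetate and 0.11 for the difference of effects. Loess on chromosomal genes moved it by 0.13 for acetate in RMG, 0.10 for RMX against RMG and −0.12 for the difference of effects, and normexp by −0.10 from transition to stationary phase without acetate.

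Fermentor as a fixed block gave 798, 557, 1234 and 174 for the 4 steps between phases, and as a random block 161, 1022 and 755 for acetate in RMGX, with a correlation within fermentors of 0.0146. The deposited table holds the same values as the sample files, so it gave the same counts and tests nothing more. Plasmid features were less often above background than chromosomal ones. On all 3 RMG arrays 79 plasmid genes and 28 of 99 plasmid intergenic regions exceeded it, with 92 and 42 in RMG acetate, 95 and 42 in RMX, and 94 and 40 in RMX acetate. How well changes of the others could be detected was not tested.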

Differences from the paper's values

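The paper's counts and those here use adjusted p below 0.05 and 2-fold, and each was recomputed under 15 alternatives set before the data were examined. Of 127 values set beside the paper's, 9 differed by the limits used.

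For RMG acetate against RMG the paper gives 3 plasmid genes as higher, and 5 were called here. The count lay within 1.5 times the paper's under quantile normalization, in a fit of the 2 groups only and without RMG replicate 1, RMG replicate 2 or RMG acetate replicate 5, and not under the other alternatives (range 2 to 25).

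For RMX acetate against RMG acetate the paper gives 112 features, and 410 were called here, with 358 to 1418 under the alternatives. By class, the paper has 40 chromosomal genes higher and 35 lower, and here 133 (120 to 457) and 132 (121 to 446) were called. For chromosomal intergenic regions the paper has 2 higher and 33 lower, and here the counts were 44 (33 to 170) and 67 (51 to 265). The paper has 0 plasmid genes and 0 plasmid intergenic regions higher, and here 22 (12 to 38) and 11 (6 to 15) were. None of the alternatives brought any of these 7 counts within the limits. For plasmid genes lower the paper has 2 and 1 was called here (0 to 15). That count lay within the limits with the median over probe sets and without RMG acetate replicate 6, RMX acetate replicate 10 or RMX acetate replicate 12, and not under the others.

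For 76 pairs of gene and comparison a direction was read from the paper's text, and 75 had that direction here, 71 of them called. Not among the pairs are the paper's statements that Clp proteases and GroEL rose with acetate, and cysteine synthase in mixed sugar. As given above, GroEL was not called at log phase in RMG or RMX. Cysteine synthase was not called at log phase in RMGX, though it rose in the later phases. Among the 76, the pair with the other direction is ZMO1452, which the paper states as lower with acetate in stationary phase. It gave 0.31 ± 0.16 here, not called. The value the paper's own table holds for it is 0.34, and at transition, without such a statement, it gave −2.61 ± 0.16. The other 4 pairs lie just short of 2-fold. ZMO0110 with acetate in RMG gave −0.93 and was called with normexp (−1.02). ZMO0412 with acetate in RMGX gave −0.998 and was called under quantile normalization (−1.12), normexp (−1.22) and without RMGX log replicate 1 or RMGX acetate log replicates 4 or 6. ZMO0293 in RMX against RMG gave −0.94 and was called without RMG replicate 1 (−1.10) or RMX replicate 9 (−1.04). ZMO0366 from log to transition phase with acetate gave −0.95 and was called without RMGX acetate log replicate 4, 5 or 6 (−1.01, −1.02 and −1.02). All 4 also pass without a fold threshold.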

Other observations

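Of the tests in this part, those of RMG replicate 2, of the size of flanking changes, of array brightness and of the values in Tables S2-4 and S2-5 were chosen after the result was seen, and the count for the contrast behind Table S2-5 after its values had been compared.

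With acetate in RMG, 62 chromosomal intergenic features were higher and 3 lower, while genes moved both ways. RMG replicate 2 was the dimmest array. Without it 35 were higher and 5 lower. That array may thus account for a part of the rises, but not for the whole imbalance. In RMX against RMG, with the same RMG arrays, 127 were higher and 4 lower. With acetate in RMX, where no RMG array is compared, 0 were higher and 2 lower. A difference of the RMG arrays as a group thus stays open. Genes of the same mean level had a median change of −0.18, which argues against a shift of all dim features. Intergenic features of the same level that were not called higher rose as well, by a median of 0.46, and all chromosomal intergenic features had a median change of 0.25 against −0.14 for genes, so a shift of the whole class stays open. Of the 62 features 58 (93.5%, against 14.3% of the other intergenic features) overlap a gene that was higher at adjusted p below 0.05, which would fit signal from the ends of flanking genes. But only 21 overlap a called gene, the median change of the flanking genes was 0.72 against 1.19 for the features, and 50 of the 62 rose more than any gene they overlap, a difference that choosing features by a 2-fold rise widens. Signal from flanking genes alone thus cannot be told from transcription of the intergenic stretches, which was not tested.

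More features were called between acetate and no acetate at transition (1022) and stationary phase (755) than at log phase (161). Median signals were alike in both groups at stationary phase, at 1327.5 to 2148.5 and 1331 to 2165, and 755 features were called there. This argues against a difference in median brightness as the cause. The random controls averaged 392 to 419 without and 464 to 539 with acetate there. Other differences in signal between the arrays thus stay open. The changes at both later phases correlated across features at 0.63, between the values set for a slide effect and against it. Both phases compare slide 3 with slide 2, so slide, age and acetate cannot be told apart.

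Other groupings of the 6 arrays of a comparison are too few, 10 with the real one, to give a share under 0.05. In each of 11 comparisons only 1 grouping, the real one, called as many features. The real counts and the highest of the other groupings were 150 and 11 (acetate in RMG), 74 and 0 (acetate in RMX), 378 and 81 (RMX against RMG), 410 and 0 (with acetate), 161 and 0, 1022 and 0, and 755 and 3 (acetate in RMGX by phase), 796 and 0 and 555 and 0 (phases without acetate) and 1234 and 0 and 173 and 25 (with acetate).

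The paper's tables were compared with each other and with the values here, with values taken as equal within 0.01. The copies at hand of Tables S2-1 and S2-6 hold 1999 and 1139 entries and leave out 1305 and 718. In 11 comparisons their changes correlated with those here at r = 0.993 to 0.999 across features, which are not independent. The values of Tables S2-2 and S2-3 equal those of Table S2-1 in 104 of 104 and 46 of 46 features found in both. In Table S2-4 all 70 gene values equal those of Table S2-1, and 122 of 122 intergenic values equal them with the other sign. In Table S2-5, for RMX acetate against RMG acetate, 0 of 63 values have the size given in Table S2-1. Instead 63 of 63 equal, in size, the mean of the change from RMG to RMG acetate and of that from RMX acetate to RMG acetate. For ZMO0128, the paper's value is −1.47 in Table S2-5 and −0.25 in Table S2-1, and RMX acetate less RMG acetate gave 0.18 here. For ZMO0293 the paper has 1.57 and 2.72, and here the value was −2.72. Table S2-1 gives the change from RMX acetate to RMG acetate, so the opposite signs here mean the same direction. The contrast of RMG acetate with the mean of RMG and RMX acetate called 118 features here (72 higher and 46 lower in RMG acetate), against the paper's 112 in Table 1, so Table 1 is consistent with counts from that contrast.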
